# How cyanobacteria pose new problems to old methods: challenges in microarray time series analysis

**DOI:** 10.1186/1471-2105-14-133

**Published:** 2013-04-21

**Authors:** Robert Lehmann, Rainer Machné, Jens Georg, Manuela Benary, Ilka Axmann, Ralf Steuer

## Abstract

**Background:**

The transcriptomes of several cyanobacterial strains have been shown to exhibit diurnal oscillation patterns, reflecting the diurnal phototrophic lifestyle of the organisms. The analysis of such genome-wide transcriptional oscillations is often facilitated by the use of clustering algorithms in conjunction with a number of pre-processing steps. Biological interpretation is usually focussed on the time and phase of expression of the resulting groups of genes. However, the use of microarray technology in such studies requires the normalization of pre-processing data, with unclear impact on the qualitative and quantitative features of the derived information on the number of oscillating transcripts and their respective phases.

**Results:**

A microarray based evaluation of diurnal expression in the cyanobacterium *Synechocystis sp.* PCC 6803 is presented. As expected, the temporal expression patterns reveal strong oscillations in transcript abundance. We compare the Fourier transformation-based expression phase before and after the application of quantile normalization, median polishing, cyclical LOESS, and least oscillating set (LOS) normalization. Whereas LOS normalization mostly preserves the phases of the raw data, the remaining methods introduce systematic biases. In particular, quantile-normalization is found to introduce a phase-shift of 180°, effectively changing night-expressed genes into day-expressed ones. Comparison of a large number of clustering results of differently normalized data shows that the normalization method determines the result. Subsequent steps, such as the choice of data transformation, similarity measure, and clustering algorithm, only play minor roles. We find that the standardization and the DTF transformation are favorable for the clustering of time series in contrast to the 12 m transformation. We use the cluster-wise functional enrichment of a clustering derived by LOS normalization, clustering using flowClust, and DFT transformation to derive the diurnal biological program of *Synechocystis sp.*.

**Conclusion:**

Application of quantile normalization, median polishing, and also cyclic LOESS normalization of the presented cyanobacterial dataset lead to increased numbers of oscillating genes and the systematic shift of the expression phase. The LOS normalization minimizes the observed detrimental effects. As previous analyses employed a variety of different normalization methods, a direct comparison of results must be treated with caution.

## Background

Photosynthetic organisms such as cyanobacteria have been shown to employ complex diurnal regulatory patterns to prepare the organism for the light period [1-3]. The extent, purpose and mechanism of diurnal and circadian oscillations have been reported to differ significantly among various cyanobacterial species. In particular, the reported estimates of the number of oscillating transcripts differ strongly between studies, ranging between 9-80% of protein-coding genes in microarray time series [4-8]. Random insertion of a luciferase reporter system indicated that up to 100% of genes may be under circadian control [1,9]. Although microarray technology is a powerful genomic approach to quantify the expression levels of large numbers of genes simultaneously, there are technical limitations which significantly complicate the quantification and interpretation of such global transcriptional rearrangements. Here, we consider a large number of combinations of methods required in a typical microarray analysis pipeline to evaluate the impact of each step on the results. In addition to time series-specific descriptors, clustering is used due to its importance as tool for biological interpretation of microarray data.

Microarray platform-inherent technical limitations cause the resulting data to contain systematic or random technical variation in addition to the biological variation of interest [10]. Differences in the distribution of the measured fluorescence values are commonly attributed to variations in the quality of RNA extraction (experimental variation) and of individual arrays (technical variation). Based on assumptions about biologically plausible variation, a range of normalization methods attempt to reduce the technical variation between chips. The expected amount of change in gene expression is a crucial element in the design of normalization methods. This can be a hen-egg-problem in less well studied experimental systems, for which little or no information is available on the expected global remodeling of the transcriptional landscape. Various normalization methods have been employed in previous studies to describe the transcriptional landscape in cyanobacteria. A combination of LOESS and quantile normalization was used by Vijayan *et. al*[11,12]. While spike-in standards were incorporated in these studies, normalization was performed without application of this additional information. Kucho *et al.*[4] and Straub *et al.*[8] employed LOWESS normalization. A modified LOWESS normalization was used in the work of Stöckel *et al.*[3]. As described in more detail by Calza *et al.*, the assumption of constant expression for traditional housekeeping genes does not hold under all conditions. Considering the high percentage of diurnally varying genes in cyanobacteria [9] including central cellular processes such as translation [3], an a priori definition of housekeeping genes is not possible for cyanobacteria. Correspondingly, reports employing housekeeping gene- based normalization are not known to the authors.

It is known that the application of such global normalization methods has significant impact on subsequent analyses, in particular when some of the underlying assumptions on data structure are not or only partially fulfilled [13]. Global normalization methods may change the set of differentially expressed genes [14,15] or lead to significant changes in the observed correlation between genes [16,17]. While cross-validation of expression measurements can be used to discover methodological problems [18], the lack of diurnal expression datasets from alternative techniques, such as RNA-Seq, impedes such verification in the case of cyanobacteria. These observations raise the question, how normalization and other preprocessing steps affect commonly used descriptors for periodic expression, e.g., the number of oscillating genes (by tests of significance of oscillation) and the circadian phase of peak transcript levels [11,19,20]. Such phase information is usually used to derive a temporal order of the observed processes. It is, therefore, of paramount importance to prevent systematical errors in the primary phase information.

In addition to the normalization steps, microarray analyses require a transformation which accounts for its semi-quantitative nature. Calibration methods for sequence-dependent hybridization energies and unspecific cross-hybridizations have been proposed [10,21,22], but are not yet an established standard and so far only implemented for Affymetrix arrays. The interpretation of microarray data in terms of absolute mRNA copy numbers is currently not possible. Instead, data transformations are used to normalize a given transcript time series to the mean value or to the distribution of fluorescence intensities: the fold-change or *log*_2_ mean ratio transformation (in the following: 12 m) removes the mean, while standardization (z-score transformation, in the following: std) additionally normalizes the standard deviation in order to focus on the pattern of change rather than its amplitude [23]. We also consider the discrete Fourier transformation (DFT) in the context of data transformation. The removal of the first DFT component results in a normalization by the expression mean in the 12 m, and an amplitude scaling serves to de-emphasize the amplitude [24], comparable to std. Notably, only this transformation from time to frequency space considers explicitly the time series character of the data.

The biological interpretationof microarray data is possible only after the application of the transformation and normalization. Due to its high-dimensional nature, a standard step in the interpretation of microarray data is clustering. A variety of clustering algorithms have been proposed, making it necessary to systematically evaluate the performance on gene expression data [25,26]. However, due to the diversity of the data domain, a recent work concluded that the choice of a clustering algorithm might depend on the specific experiment [26]. In the case of time series analysis, it has been noted that most clustering algorithms do not consider the pattern of change over time, but treat each sample independently of the temporal order. An increasing number of algorithms propose solutions to this issue [27-31], but there is no accepted standard. An interesting approach specifically designed to cluster periodic time series has recently been proposed for the analysis of respiratory oscillations in budding yeast culture [24]. Here, the DFT of the time-series was clustered with a model-based algorithm that uses t-distributions as a model (flowClust [32]). However, the impact of data transformation and normalization of time resolved microarray data, the clustering algorithm, and the similarity measure on the corresponding clustering result have not been fully described.

Several studies on various model organisms have reported that accepted standard normalization methods lead to inaccurate results under certain experimental conditions. A recent study of a human B cell line verified an increase of the global mRNA abundance per cell. This violation of a common assumption for normalization challenges the conclusions of a wide range of studies (Lovén2012). Furthermore, a work from Machné and Murray [24] compares two independent measurements of the oscillatory transcriptional changes of budding yeast under continuous culture conditions. Due to the global nature of the observed oscillations, an alternative normalization scheme was employed to avoid detrimental effects of standard methods. This normalization method is included in this study. We therefore expect, that the conclusions drawn from our study are also valid for other model systems. However, cyanobacteria are a highly specific model system featuring, e.g., a small number of genes with a high fraction of diurnally oscillating genes. Therefore, we address the case of cyanobacteria with this systematic analysis of normalization methods and demonstrate how to circumvent problems while analyzing diurnal expression data.Ť

The quantification of diurnal expression in the cyanobacterium *Synechocystis sp.* PCC 6803 using microarray technology poses new problems for old methods of data normalization, transformation and clustering. We compare four multi-array normalization methods and three data transformations with respect to diurnal expression oscillation strength and phase. Furthermore, we use a variety of clustering algorithms to examine the global expression landscape. The results of seven clustering algorithms are integrated to verify whether and how normalization shapes the results of downstream analyses. Our analysis demonstrates that normalization methods have significant impact on the estimated number and phases of oscillating transcripts, with major consequences for subsequent analysis and biological interpretation. We identify LOS normalization as the preferable method.

## Results and discussion

### A diurnal trend in the total chip signal

Cultures of the cyanobacterium *Synechocystis sp.* strain PCC 6803 were synchronized with three cycles of light/dark (LD) 12 h:12 h. During the fourth cycle, six samples were taken in two biological replicates, yielding 12 microarrays. 

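Each array carried the RNA of 1 sample, labelled with a single dye, on a custom Agilent chip. RNA from the light (CT 0.5, 5.5 and 11.5) was hybridized to 6 arrays and RNA from the dark (CT 12.5, 17.5 and 23.5) to the other 6. The authors deposited the output of the scanner software for every array, which lists the brightness of each spot before any normalization, and a table of normalized log2 values per spot. Of the spots, 40886 belong to 20363 probes of 8830 features of the genome, and 153 are Agilent's negative control spots. The intensities used here are the mean pixel brightness of each spot without background correction, as in the paper's methods. Control spots and the 4 to 29 spots per array that the software marked as outliers were left out. The log2 values of the spots of a probe were averaged first and then those of the probes of a feature, since the paper's text names a probe summarization but not its rule. Between 48.9 and 82.9% of the probe spots were well above background on the arrays from the light and between 20.6 and 42.1% on the arrays from the dark, and the software marked no spot as saturated. The number of arrays, 2 per time point, limits the precision of every value. The arrays lie on 3 slides of 4 arrays, and slide 1 holds 1 array from the light and 3 from the dark, slide 2 holds 3 and 1, and slide 3 holds 2 and 2.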

Since the biological replicates were obtained from independent culture flasks, their information content complements each other. In order to utilize the entirety of the available information, we concatenated the two replicates into one time series encompassing 12 points over two consecutive days and comprising 3,347 protein-coding genes, which served as the starting point for further analyses. 

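The array annotation lists 3352 features as open reading frames, and these were taken as the coding genes. Of these genes, 1433 had a probe well above background on all 12 arrays and 68 on none. Across genes, which are not independent replicates, the log2 intensities of both replicates of a time point correlated with a Pearson's r between 0.962 at CT 23.5 and 0.986 at CT 12.5. The mean log2 intensity of replicate 1 minus that of replicate 2 ranged from -0.13 at CT 0.5 to 0.57 at CT 11.5.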

Sampling times are given in hours of circadian time (CT), which defines light onset as time point 0 h. A diurnal pattern of the total microarray signal is observed in the raw data (Figure 1A), despite the application of similar amounts of RNA (1.5 *μ*g) to each individual chip as in most microarray protocols. Such a diurnal variation of the total mRNA amount has not been reported along with genome-wide expression time series of other cyanobacterial species. However, we recently observed a similar trend in transcriptome time-series of budding yeast respiratory oscillations [24]. 

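The mean log2 intensity of the coding genes was 11.99 ± 0.24 (SD, n = 6 arrays) in the light and 11.44 ± 0.20 (SD, n = 6) in the dark. This light minus dark difference of 0.55 was large against the spread among the time points within replicates (exact permutation test within replicates, 400 arrangements, two-sided p = 0.005). It was 0.80 within slide 1, 0.67 within slide 2 and 0.58 within slide 3, and 0.67 with slide as a term in the model (exact permutation test within slides, 96 arrangements, two-sided p = 0.0104). Within the same slides the negative control spots differed by 0.48, 0.23 and -0.16, and the coding genes minus the control spots by 0.32, 0.44 and 0.74, or by 0.52 with slide as a term (exact permutation test within slides, two-sided p = 0.0104). The negative control spots had a mean log2 intensity of 11.07 ± 0.37 (SD, n = 6) in the light and 11.08 ± 0.26 (SD, n = 6) in the dark, a difference of -0.02 (exact permutation test, two-sided p = 0.89). Among the alternatives on the log2 scale, Agilent's background-subtracted signal moved the difference of the coding genes most, to 1.54 (exact permutation test, two-sided p = 0.005). With a single replicate, the 3 light arrays still lay above the 3 dark arrays on average, but the smallest p that 3 arrays against 3 allow is 0.1 (exact permutation test, two-sided).

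**Figure D1:**
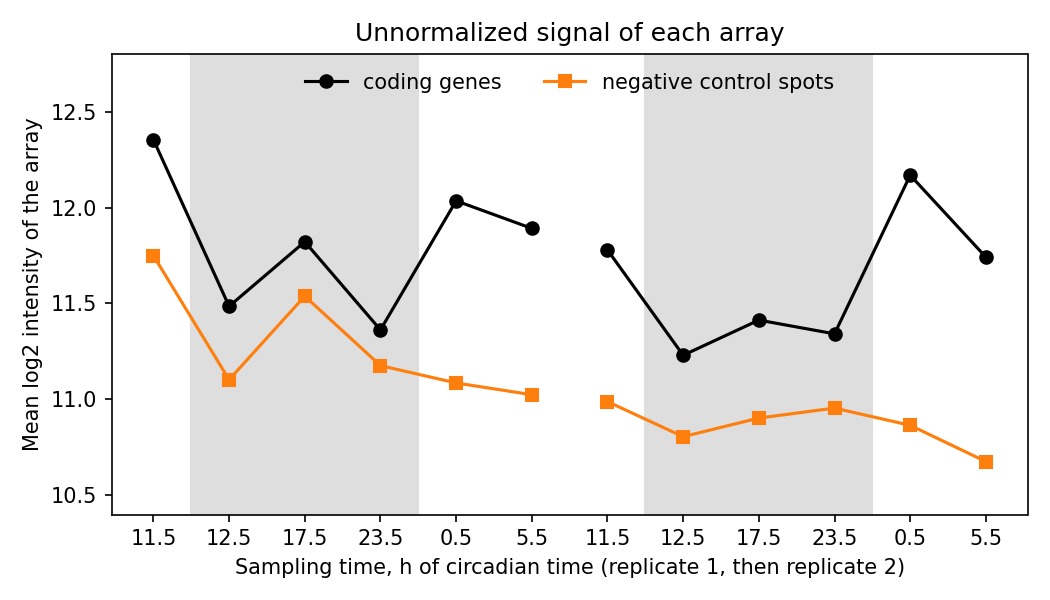
Mean log2 intensity of the unnormalized signal (vertical axis) of each of the 12 arrays, in the order of sampling, for replicate 1 and then replicate 2 (horizontal axis, hours of circadian time). Circles are the means over the 3352 coding genes, squares those over the 153 negative control spots, and grey areas are the dark; the coding genes fall from 12.35 at CT 11.5 to 11.49 at CT 12.5 in replicate 1, and the control spots from 11.75 to 11.10.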

We provide plausible interpretations of this observation in the conclusion.

**Figure 1:**
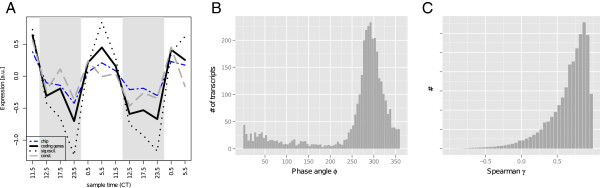
**Oscillation of the unprocessed total signal. A**) Prior to any pre-processing, the mean transcript abundance for all genes on the chip (blue dashed) and all 3347 protein-coding genes (black solid) exhibits diurnal oscillations. Significantly oscillating genes (*p*_*osc*_ < 0.05) resemble the oscillation of the total intensity (black dotted), whereas the non-significantly oscillating genes (*p*_*osc*_ > 0.05) exhibit show increased expression over the day and a peak at 17.5 CT (gray dashed). **B**) The majority of genes exhibit a phase angle *ϕ* in the range of 250−350 corresponding to expression over the day. **C**) The histogram of Spearman correlation coefficients *γ* between all pairwise combinations of the 3447 protein coding genes shows that most genes strongly correlate. Only a small amount of pairs is uncorrelated or anti-correlated.

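Over all 8829 features of the chip with a usable spot, the mean log2 intensity was 12.31 ± 0.22 (SD, n = 6) in the light and 11.75 ± 0.18 (SD, n = 6) in the dark (exact permutation test within replicates, two-sided p = 0.005). The light minus dark difference of the coding genes with p_osc under 0.05 was 1.18 in replicate 1 and 1.26 in replicate 2 on the log2 scale, and that of the remaining coding genes was 0.33 and 0.34. Both groups of genes were split by p_osc over the same arrays.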

To characterize the periodicities present in the unnormalized data set, we calculated the phase of peak transcript levels and amplitudes for all protein-coding transcripts from the DFT component corresponding to the two LD cycles. Since our samples were taken at non-equidistant sampling intervals, the phases do not linearly correspond to the time domain, but reflect accurately the temporal sequence of transcript level peaks. The significance of periodic transcript levels (*p*_*osc*_) was calculated from a permutation-based background model [19,20,24]. 

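The test was run here with 100000 random orders of the 12 arrays on the linear intensities, one-sided for a large amplitude. On profiles simulated from the spread of the LOS-normalized data with an amplitude of 1 on the log2 scale, it found 200 of 200 oscillating genes. Their median phase error was 1.42°, and 5.55% of the unchanged genes were called. Smaller amplitudes were not simulated. The rate of 5.55% holds only for these simulated profiles. After normalization of the real data, 75.8 to 97.5% of the negative control spots had p_osc under 0.05. In the unnormalized data, 830 of the 3352 coding genes (24.8%) had p_osc under 0.05, of which 231 remained under 0.05 after Benjamini-Hochberg adjustment. No negative control spot passed the same threshold, of 120 that carried no outlier mark on any array. When the order of the arrays was shuffled once for all genes together, 9 of 100 orders, the real one included, gave at least 830 genes, and 4 of 100 did so when arrays were shuffled only within each replicate. The share moved most, to 73.7%, when the median of the negative control spots of each array was subtracted from every gene, an alternative chosen after seeing the data.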

The majority of transcripts peak at phases 250-350° (Figure 1B), corresponding to an expression during the light phase. 

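In the unnormalized data, 2560 of the 3352 coding genes (76.4%) had a phase between 250 and 350°, where 240° stands for a peak at CT 0.5 and 300° for a peak at CT 5.5. With the paper's formula read as printed, 10.1% had such a phase. The sense of the angle used here was chosen because the paper's range then falls in the light. The share of 76.4% is therefore no independent test of the paper's statement. The share was 88.4% among strong oscillators and 72.4% among weak ones. The phases computed from each replicate alone differed by a median of 22.1° for strong oscillators and of 84.0° for weak ones. With the series reduced to a single replicate, the share of all coding genes in this range moved most, to 59.7% in replicate 1 and 63.5% in replicate 2.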

Strong oscillators (*p*_*osc*_<0.05) reflect the observed global trend, while weak oscillators contain both this global trend and additional peaks at CT17.5, i.e., during the dark phases (Figure 1A). These observation indicate that central assumptions of several common normalization methods may be violated. On the other hand, the additional peaks at CT17.5 may reflect technical rather than true biological variability or represent a mixture of night-activation of gene expression with a global trend, where all transcripts are present at higher levels. 

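The mean log2 signal of the 2522 weak oscillators at CT 17.5 exceeded the mean of CT 12.5 and CT 23.5 by 0.42 in replicate 1 and by 0.14 in replicate 2, a mean of 0.28 ± 0.20 (SD, n = 2). For the strong oscillators the same contrast was 0.32 in replicate 1 and 0.08 in replicate 2. Weak and strong oscillators were told apart by p_osc over these same arrays. The negative control spots showed a contrast of 0.40 in replicate 1 and 0.02 in replicate 2. After their contrast was taken off, 0.07 ± 0.07 (SD, n = 2) was left for the weak oscillators. Agilent's background-subtracted signal moved the contrast of the weak oscillators most, to 0.55.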

Prior to further analysis, the dataset needs to be normalized to distinguish array-to-array noise from true biological signal.

### Normalization leads to changed diurnal expression times

We tested the impact of four normalization methods which have either been previously used to analyze the temporal expression organization in cyanobacterial species [11,12,33] (median polishing, quantile normalization) or have become an established standard [34] (cLOESS). Additionally, we tested a recently proposed procedure which employs a set of least variant genes as reference set for LOESS smoothing [13]. Importantly, the least variant genes method was modified by using the significance of periodicity (*p*_*osc*_, as above) in the raw data to define a least-oscillating set (LOS) of reference genes [24]. 

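Quantile normalization, median polishing and cLOESS were computed on the 3352 coding genes, the first on linear and the others on log2 values, with the calls of the paper's supplementary script and, for cLOESS, with limma's default settings. The LOS comprised the 2227 features of the whole chip with p_osc above 0.7 in the unnormalized data. For each array, a LOESS curve (span 0.75, degree 2) of the deviation from the mean over arrays was fitted on these features and subtracted from all features. Of the LOS features, 21.4% were well above background on all 12 arrays, against 44.4% of the other features. The median correction that the curve made to an array ranged from -0.36 for CT 12.5 of replicate 2 to 0.54 for CT 11.5 of replicate 1 on the log2 scale.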

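The number of coding genes with p_osc under 0.05 was 2396 (71.5%) after quantile normalization, 2318 (69.2%) after median polishing, 2491 (74.3%) after LOS normalization and 2318 (69.2%) after cLOESS. After Benjamini-Hochberg adjustment the numbers were 2253, 2118, 2391 and 2142. In each of these data sets, the real order of the arrays gave more genes than any shuffled order among 100 orders. For LOS-normalized data this decides nothing, since the LOS was chosen by p_osc in the real order. With a single replicate, which leaves 6 values per gene, the share fell to between 9.34% for median polished data and 21.2% for LOS-normalized data, and no gene passed after adjustment. The 120 negative control spots, carried through the same normalizations, had p_osc under 0.05 in 105 cases after quantile normalization, 117 after median polishing, 91 after LOS normalization and 105 after cLOESS, and they followed 1 common pattern rather than independent ones. Coding genes with p_osc under 0.05 and an amplitude above that of every control spot numbered 1357 (40.5%), 921 (27.5%), 1994 (59.5%) and 1457 (43.5%) in the same order. A moderated F test over the 6 time points (limma), which uses the spread between the cultures, called 1689 coding genes at an adjusted p under 0.05 in unnormalized data, 2358 after quantile normalization, 2125 after median polishing, 2353 after LOS normalization and 2265 after cLOESS. Both tests called 2163 of the genes in LOS-normalized data. Arrays of the same replicate share a culture. With the replicate as a block, the F test called 2231 coding genes in unnormalized data and 2513 after quantile normalization. It then called 2597 after median polishing, 2460 after LOS normalization and 2424 after cLOESS. Median polishing thus went from the lowest number among the normalizations to the highest.

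**Figure D2:**
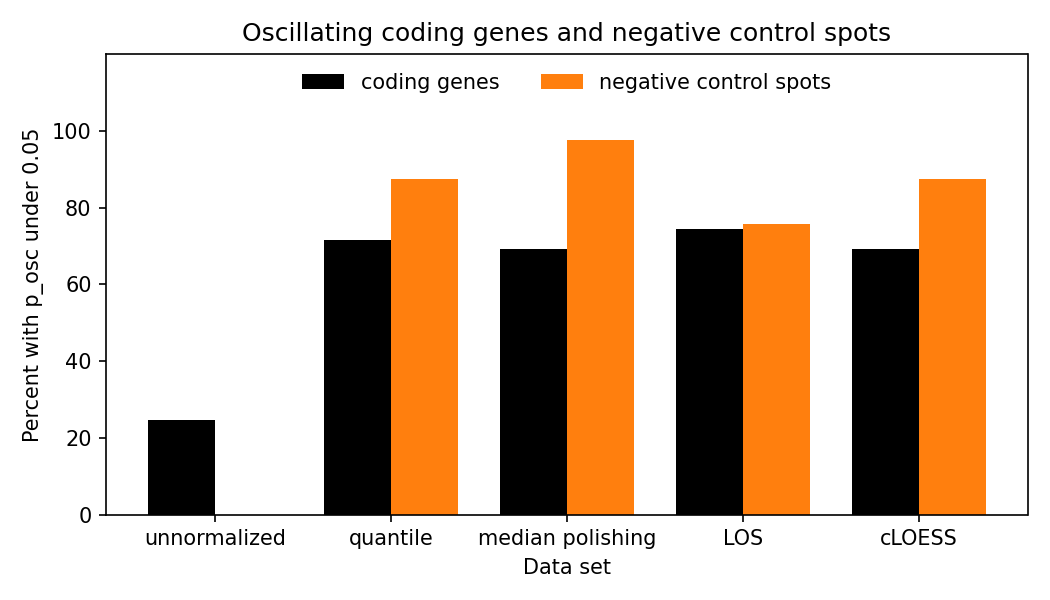
Percent of the 3352 coding genes (black bars) and of the 120 negative control spots (orange bars) with p_osc under 0.05 (vertical axis) in unnormalized data and after each normalization (horizontal axis). The control spots rise from 0% in unnormalized data to between 75.8 and 97.5% after normalization; each bar is a share of genes or spots over the same 12 arrays and has no error bar.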

Comparison of the periodicity descriptors from unnormalized and normalized data showed that the number of significantly diurnal transcripts was strongly affected, e.g., a cut-off *p*_*osc*_<0.05 retrieved 25% of all transcripts from raw data, 58% from median polished, 60% from quantiles-normalized, 64% from LOS-normalized and 35% from cLOESS-normalized data. 

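At a threshold of 0.001, 125 coding genes (3.73%) oscillated in the unnormalized data, 567 (16.9%) after quantile normalization, 476 (14.2%) after median polishing, 714 (21.3%) after LOS normalization and 578 (17.2%) after cLOESS. With orders shuffled only within each replicate, 2.30% of the genes passed in the unnormalized data, and 2.27% with orders shuffled only within each slide. Of the 120 negative control spots, 0 passed in unnormalized and median polished data, 3 in quantile normalized, 2 in LOS-normalized and 5 in cLOESS-normalized data.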

At a very conservative cut-off of *p*_*osc*_<0.001, the number of significant oscillators in cLOESS (1.7%) decreased below the level of raw data (raw: 2.2%; quantiles: 4.4%; median polishing: 4.9%; LOS: 7.8%).

While such numbers are interesting to illustrate the extent of transcriptional remodeling, the goal of a microarray analysis is to obtain a temporally resolved picture of the transcriptional landscape. Commonly, the time-series is reduced to a phase angle corresponding to the time during the course of a day where a transcript’s level peak. Thus, we tested the agreement of phase angles *ϕ* between unnormalized data and each normalization (Figure 2E– 2H). A systematic deviation of strong oscillators (*p*_*osc*_<0.05) from the diagonal can be observed for all but the LOS-normalized data. 

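The phase shift is given as normalized minus unnormalized phase, so that a negative shift is an earlier peak. For the 830 strong oscillators, its median was 7.85° after quantile normalization, 2.64° after cLOESS, 1.22° after median polishing and 0.91° after LOS normalization. Whatever the direction, the phase of a strong oscillator moved by a median of 11.1° after quantile normalization, 7.95° after cLOESS, 2.07° after median polishing and 1.78° after LOS normalization. A shift of more than 60° was found in 12.9% of the strong oscillators after quantile normalization and in 11.2% after cLOESS, and in 0 of them after median polishing and LOS normalization. Without replicate 2 the median shift moved most, to 24.6° after quantile normalization and 17.8° after cLOESS. These medians are over the 62 genes that were strong oscillators in replicate 1 alone, a different set from the 830. Among the genes with p_osc under 0.05 in LOS-normalized data whose phases in both replicates lay within 30°, the largest diurnal amplitudes were those of sll1577, sll1514 and ssl0563, for which the array files give no gene symbol. In the unnormalized data, sll1577 had a phase of 324° and a log2 amplitude of 1.88, sll1514 a phase of 149° and an amplitude of 1.69, and ssl0563 a phase of 322° and an amplitude of 1.72. The largest shift of these genes under any normalization was 14.9°, for sll1514 after cLOESS.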

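For the 2522 weak oscillators, the median phase shift was -4.65° after quantile normalization, -3.13° after cLOESS and 0.71° after median polishing. These shifts are taken the shorter way around the circle, and the share of genes that moved to an earlier phase was 53.4, 52.2 and 49.6%. As plain differences on the scale from 0 to 360°, as in Figure 2E to 2H, the medians were -64.3, -35.0 and -38.6°, and 73.2, 73.6 and 73.5% of the genes had a lower phase than before. Single genes moved by a median of 80.4, 56.9 and 60.8° in the same order, whatever the direction, and 59.5% of the weak oscillators moved by more than 60° after quantile normalization, 50.3% after median polishing and 48.3% after cLOESS. With Agilent's background-subtracted signal, which leaves 1125 weak oscillators, the medians were -88.1° after quantile normalization, -97.2° after median polishing and -68.6° after cLOESS.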

The deviation follows a strong systematic trend of the weakly or non-oscillatory transcripts (*p*_*osc*_>0.05) towards earlier phases of transcript peaks. LOS-normalization has an opposite effect only on the weak oscillators, and shifts them systematically towards later phase, while strong oscillators remain unaffected. 

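After LOS normalization, the median phase shift of the weak oscillators was -4.95°, and 68.4% of them moved to an earlier phase. A shift of more than 60° was found in 203 of them (8.05%). On the plain scale from 0 to 360° the phase was lower than before in 68.5% of the genes. For the genes that were weak oscillators in a single replicate, it was 1.03° in replicate 2 and -10.6° in replicate 1.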

Under the assumption that technical noise is independently identically distributed amongst the individual samples (microarrays) of a time series, the removal of such noise contributions should not alter the observed phase of a periodic signal or introduce oscillatory behavior. Since quantile normalization, median polishing and cLOESS compensate for the observed global oscillatory trend, an anti-phase oscillation is introduced into weak oscillatory profiles leading to the large number of genes with phases <*ϕ* 125°, which corresponds to expression during the night. In contrast, phases of weak oscillators are shifted towards the day time by LOS normalization. These systematic shifts percolate into the mean profiles of our set of strong and weak oscillators. 

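Among the weak oscillators, 16.1% had a phase below 125° in the unnormalized data, 26.8% after quantile normalization, 43.3% after median polishing and 40.3% after cLOESS, against 13.0% after LOS normalization. A phase between 60 and 180°, which stands for a peak at CT 12.5, 17.5 or 23.5, was found in 8.49% of them before normalization and in 61.3, 56.1 and 52.9% after the first 3 methods, against 16.2% after LOS normalization. The negative control spots, whose light minus dark difference was -0.011 on the log2 scale in the unnormalized data (exact permutation test, two-sided p = 0.92), had a difference of -0.24 after quantile normalization, -0.38 after median polishing, -0.18 after cLOESS and -0.14 after LOS normalization (two-sided p = 0.005 for each in the same exact test). Their mean phase lay between 91.8° after LOS normalization and 116° after quantile normalization. Under the assumption that technical noise is independent and alike on all arrays, the paper reasons that the removal of noise should neither alter the phase of a periodic signal nor introduce an oscillation, takes it that these 3 methods compensate for the global trend, and explains the phases below 125° by an oscillation of opposite phase that this brings into weak profiles, while its conclusions exempt cLOESS from that effect.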

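After LOS normalization, 67.1% of the weak and 88.6% of the strong oscillators had a phase between 250 and 350°. The share of the weak oscillators in this range was 22.1% after quantile normalization, 24.5% after median polishing and 27.5% after cLOESS.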

While quantile normalization, median polishing and cLOESS all enhance the night-peak and remove the global trend from weak oscillators, the LOS normalization has the opposite effect, i.e., it reinforces the global day-peak and removes the night peak from the mean time courses of all weak oscillators (Figure 2A– 2D). Additionally, cLOESS normalization severely dampens the periodicity of all genes, explaining the decrease in the number of significant oscillators at conservative cut-off thresholds.

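For the weak oscillators, the light minus dark difference of the mean log2 signal was 0.19 ± 0.05 (SD, n = 2 replicates) after LOS normalization, against 0.33 ± 0.01 (SD, n = 2) before any normalization. It was -0.14 after quantile normalization, -0.08 after cLOESS and -0.05 after median polishing. Quantile normalization gives every array the same mean over the coding genes, so that its value for the weak oscillators mirrors that of the strong ones. The excess of CT 17.5 over its neighbours was -0.004 ± 0.006 (SD, n = 2) after LOS normalization. It was 0.02 after quantile normalization, 0.03 after median polishing and 0.02 after cLOESS, all smaller than in the unnormalized data. With Agilent's background-subtracted signal it was 0.10 after LOS normalization.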

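The median diurnal amplitude of the coding genes, in percent of the mean intensity of the gene, was 8.29% in the unnormalized data, 7.70% after LOS normalization, 6.36% after median polishing, 6.33% after quantile normalization and 5.64% after cLOESS. For the strong oscillators, the light minus dark difference on the log2 scale was 1.22 ± 0.06 (SD, n = 2) before normalization, 1.08 ± 0.15 after LOS normalization, 0.84 ± 0.03 after median polishing, 0.437 ± 0.004 after quantile normalization and 0.33 ± 0.05 after cLOESS. The differences between unnormalized data and the last 3 methods were larger than the spread between replicates.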

**Figure 2:**
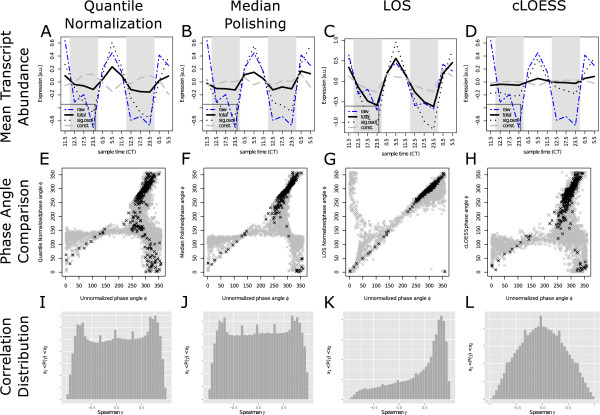
**Normalization changes phase angles and expression correlation.** Systematic comparison of important properties of the expression profile set after normalization with different methods. Columns one to four correspond to the methods quantile normalization, median polishing, LOS, and cLOESS, respectively. Rows one to three correspond to plots of prominent average expression profiles, expression phase comparisons, and pairwise correlation distributions. The mean expression profiles for different gene groups illustrate the impact of normalization methods. A comparison of the unnormalized mean expression profile of all genes (dashed blue) with the normalized mean over all genes (black solid), significantly oscillating genes (*p*_*osc*_ < 0.05 in unnormalized data - black dotted) and not oscillating genes (*p*_*osc*_ > 0.05 in unnormalized data - gray dashed) is shown in panel **A** to **D**. The time of maximal expression in oscillatory profiles, measured using the Fourier transformation, is frequently altered by the normalization method. Panel **E** to **H** show the comparison between expression phases observed in the unnormalized (x-axis) versus normalized (y-axis) data. Profiles with significantly oscillating expression (*p*_*osc*_ < 0.05) are shown in black, whereas weak or non-oscillators are shown in gray (*p*_*osc*_ > 0.05). The histogram of pairwise Spearman correlation coefficients between expression profiles as proxy of the diversity of the global expression landscape is shown in panels **I** to **L**.

To better understand the effects of the different normalization methods, we chose another way of characterizing the data, i.e., the pairwise correlation between expression profiles. 

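Spearman's correlation coefficient was computed over the 12 arrays for all 5616276 pairs of coding genes, and genes are not independent replicates. In the unnormalized data its median was 0.73, with 77.6% of the pairs above 0.5, 6.20% within 0.2 of zero and 3.83% below zero. The density had a single peak, at 0.82. When the values of each gene were shuffled, the median was 0.00 and 4.95% of the pairs lay above 0.5. The alternative that moved the median most was the restriction to genes well above background on all arrays, with 0.69.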

Before normalization, the distribution of the pairwise Spearman correlation (Figure 1C) is unimodal with a pronounced peak at 0.8 attesting a very high degree of correlation without significant uncorrelated or anti-correlated pairs. The absence of uncorrelated pairs could be induced by both, the global oscillatory trend that may be present in a majority of transcripts, or by common array-to-array noise. 

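After quantile normalization the median correlation was 0.01, and 25.5% of the pairs lay above 0.5, 23.9% below -0.5 and 20.2% within 0.2 of zero. Median polishing gave a median of 0.00, with 25.4% of the pairs above 0.5, 25.3% below -0.5 and 19.8% within 0.2 of zero. In both data sets the density had 3 peaks, a positive one, a negative one and a lower one near zero.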

Quantile normalization and median polishing lead to bimodal correlation distributions with comparable numbers of correlating and anti-correlating pairs and many uncorrelated gene pairs (Figures 2I, 2J). This is explained by the overcompensation of the global oscillation with simultaneous introduction of anti-phase oscillation into the weakly or non-oscillatory expression profiles. This massive overcompensation is not observed for cLOESS (Figure 2L) which yields a unimodal symmetric distribution with a peak at zero. This indicates that a large amount of correlation in the dataset is being removed. This is again consistent with the decrease of the number of significant oscillators and with the dampening of the global diurnal trend. 

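After cLOESS, 23.6% of the pairs had a correlation above 0.5, 23.3% below -0.5 and 21.9% within 0.2 of zero. The density had 3 peaks, of which the highest was at -0.68, at -0.01 with the median over probes and at 0.00 with only genes well above background. It had a single peak at 0.00 when cLOESS was computed on linear intensities.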

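After LOS normalization the median correlation was 0.44, with 46.7% of the pairs above 0.5, 15.9% within 0.2 of zero, 29.4% below zero and 11.9% below -0.5. The density had a single peak at 0.80 over both replicates and 3 peaks without replicate 2. The median was 0.54 without replicate 1 and 0.31 without replicate 2.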

While LOS normalization is the only method which preserves the correlation and phase characteristics of the unnormalized data, it introduces a small number of anti- and non-correlating pairs. This is potentially due to the removal of the positive correlation cause by real array-to-array noise.

It has been noted before, that not only the background model, but also the type of data preprocessing can strongly affect the observed periodicity in a microarray dataset [35]. Normalization can significantly increase or decrease the number of oscillating transcripts. More importantly, however, normalization also introduces systematic biases into the transcripts peak phases, and can either reinforce or remove weak oscillatory signals that are in anti-phase to a global trend of the data. In the context of diurnal expression patterns, day-expressed transcripts may be converted to night-expressed ones and *vice versa*, depending on the choice for a normalization method. This fact can be expected to have extensive effects on subsequent analysis steps and the biological interpretation of results.

### Normalization and transformation shape clustering results

A common way of interpreting microarray expression data is clustering analysis. Clustering of data is often used to identify the temporal or functional organization of regulatory processes occurring, e.g., over one diurnal cycle [3,24]. As normalization methods can influence the expression profile similarity landscape on a global scale, we examined the impact of the normalization on the clustering analysis result. A large number of clusterings was generated, using all combinations of the described normalization methods, data transformations (12 m, std, DFT), and clustering algorithms. The obtained clusterings were analyzed for similarity.

This study focusses on a selection of seven popular clustering approaches based on diverse underlying principles which are described in more detail in the methods section. With K-means [36] and Partitioning Around Medoids (PAM) [37], the two well-established non-hierarchical clustering methods were included. The Self-Organising Tree Algorithm (SOTA) [38] and Hclust [39] represent the class of hierarchical methods. The Self-Organizing Maps (SOM) algorithm [40], an approach related to SOTA, was also included. Furthermore, two model-based methods Mclust [23] and flowClust [32] were considered. The flowClust clustering algorithm provides the Bayesian information criterion (BIC) as an estimate of the optimal number of clusters present in the data. As the BIC reached a plateau between eight to ten clusters for the different normalization-transformation combinations (Additional file 1: Figure S2), the following analysis is performed using clusterings with eight clusters.

The Euclidean distance and Spearman correlation coefficient were used separately as similarity measure if allowed by the clustering algorithm. Both measures differ fundamentally, since the Euclidean distance captures the absolute difference between each value of two time series whereas the Spearman correlation focusses on the relative differences.

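A set of 105 clusterings with 8 clusters was computed here, from the 5 data sets and the 3 transformations. K-means (100 starts), PAM and Hclust were each run with the Euclidean distance and with Spearman's correlation, and Mclust once per combination. SOM, SOTA and flowClust were not run here.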

To explore the large number of clusterings obtained from all combinations of the considered processing steps, the pairwise similarity between clusterings was measured using mutual information (MI, see Methods section for details). These pairwise similarities can be arranged in a matrix where each row and column corresponds to one individual clustering. When rows and columns are ordered identically this yields a diagonal matrix as shown in Figure 3. This similarity matrix can now be clustered again to reveal subgroups of particularly similar clusterings. We used a hierarchical clustering obtained with Hclust due to the intuitive dendrogram visualization.

**Figure 3:**
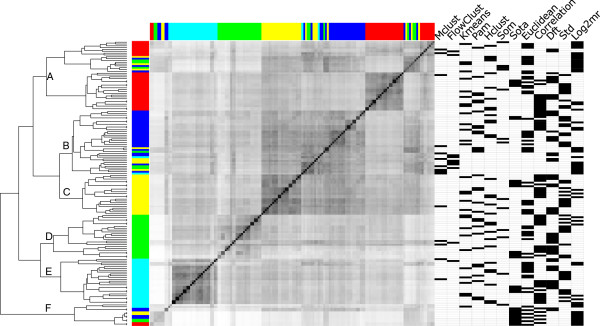
**Clustering results are determined by the normalization.** Pairwise similarity between all clusterings with eight clusters, similarity is measured using mutual information. White encodes minimal similarity over gray to black for maximal similarity. Rows and columns of the symmetrical matrix are ordered identically according to hierarchical clustering (Hclust, complete link method) of the similarities, represented as dendrogram on the left. The normalization method applied to the data before clustering is color-coded: no normalization - blue, median polishing - yellow, LOS - green, cLOESS - cyan, quantile normalization - red. The remaining processing steps (clustering algorithm, similarity measure, transformation) are represented as black bars in the corresponding column on the right. The column “correlation” marks the usage of the Spearman correlation coefficient as similarity measure except for clusterings obtained from SOTA, which only allows usage of the Pearson correlation.

We now asked whether the branches of the dendrogram correspond to particular parameters chosen to obtain the corresponding clustering. The specific parameter combination for each row of the similarity matrix is represented as annotation matrix on the right. This annotation matrix contains a column for every clustering algorithm, transformation, and similarity measure and black marks indicate usage in corresponding rows clustering. The normalization method is color-coded on the left/top of the similarity matrix.

Visual inspection of the normalization method pattern and the annotation matrix reveals six large subgroups A–F (Figure 3). Subgroup F constitutes the only clusterings that are dominated by the clustering algorithm. They are most distant to all other clusterings. Clusterings in this subgroup are derived using all normalization methods and mostly the SOTA and SOM algorithm. Large branch length and small numbers of leaves in the dendrogram show that clusterings in this subgroup are very diverse. Manual inspection reveals that all clusterings feature at least one small cluster (<10 genes). These observations indicate that these clusterings do not represent stable solutions and are disregarded. 

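In the clusterings computed here, which leave out SOM and SOTA, 103 of 105 had no cluster under 10 genes. Without the others, the mean mutual information was 0.844 for pairs of clusterings that share the normalization and 0.563 for pairs that do not.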

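When the tree of the 105 clusterings computed here was divided into 6 groups, the largest held 41 clusterings, of which 19 came from unnormalized, 19 from median polished and 3 from LOS-normalized data. A group of 32 held 16 clusterings of quantile normalized and 16 of cLOESS-normalized data, and a group of 16 held clusterings of LOS-normalized data only.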

Inspection of the color-coded normalization methods (Figure 3, left) reveals that subgroups A to E are each dominated by one normalization method. That is, subgroup A contains mostly clusterings of quantile normalized data and subgroup B contains mostly clusterings of unnormalized data, but both contain a further sub-branch. 

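Clusterings of the same data set had a mean mutual information between 0.703 for LOS-normalized data and 0.936 for median polished data. Between data sets it was highest for unnormalized and median polished data, with 0.769, and for quantile normalized and cLOESS-normalized data, with 0.740. It was lowest for quantile normalized and LOS-normalized data, with 0.444.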

Subgroups C, D, and E exclusively contain clusterings of median polished, LOS normalized, and cLOESS normalized data, respectively. Thus, the normalization method strongly influences the outcome of the clustering, overlaying potential differences in clustering algorithm or similarity measure.

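Pairs of clusterings that share the normalization had a mean mutual information of 0.832, and pairs that do not had 0.557, a difference of 0.275 over 1050 and 4410 pairs. The difference was 0.228 without replicate 1 and 0.283 without replicate 2. Clusterings are not independent replicates, and no test was run on them.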

Subgroups A and B, quantile-normalized and raw data, contain a sub-branch of clusterings that are based on other normalization methods. 

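A group of 6 clusterings in the tree held only clusterings of log2 mean ratio data, 3 from quantile normalized and 3 from cLOESS-normalized data. A further group held the 5 Mclust clusterings of this transformation, 1 from each data set, and another the 5 Mclust clusterings of DFT transformed data. Within the log2 mean ratio transformation, pairs that share the normalization had a mean mutual information of 0.732 and pairs that do not had 0.567. The values were 1.02 and 0.625 within standardized data and 0.925 and 0.583 within DFT transformed data.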

Inspection of the data transformation methods (Figure 3, right panel) reveals that these sub-branches contain mostly clusterings based on 12 m transformed data. We speculate, that the observed dominance of the 12 m transformation over the normalization method, i.e., higher clustering similarity due to transformation instead of normalization, reflects the design of the 12 m transformation to retain part of the amplitude information, whereas the std and our amplitude-scaling DFT transformation aim at its removal.

The similarity matrix in Figure 3 is shown only for clusterings with eight clusters, but the presented features are consistent within the range of five to fourteen clusters. Furthermore, the presented patterns are also found when using the normalized Variation of Information (Additional file 1: Figure S3) as clustering similarity measure. 

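The difference in mean mutual information between pairs that share the normalization and pairs that do not was 0.213 with 5 clusters and 0.338 with 14 clusters. For the similarity measure it was 0.037 and 0.092, for the transformation 0.038 and 0.063, and for the clustering algorithm 0.014 and 0.002.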

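In terms of the normalized variation of information, written here as a similarity, pairs that share the normalization had a mean of 0.292 and pairs that do not had 0.176.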

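The adjusted Rand index had a mean of 0.307 over pairs of clusterings that share the normalization and of 0.181 over pairs that do not. Its tree again had a group of 41 clusterings, mostly of unnormalized and median polished data, a group of 32 with quantile normalized and cLOESS-normalized data and a group of 16 with LOS-normalized data only, while the small groups held 6, 8 and 2 clusterings.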

Application of the adjusted Rand index as clustering similarity measure also yields subgroups of clusterings of similarly normalized data (Additional file 1: Figure S4), but the hierarchical tree varies.

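Pairs of clusterings that differ in a single step had a mean mutual information of 0.686 when that step was the normalization, 0.789 when it was the similarity measure, 0.943 when it was the transformation and 1.06 when it was the algorithm. The log2 mean ratio and the standardized values of a gene have the same ranks, so that their clusterings by Spearman's correlation were equal in 15 of 15 pairs. Without such pairs, an alternative chosen after seeing the data, the value for the transformation was 0.787.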

Comparison of the pairwise clustering similarity shows that the normalization method determines the clustering result more than any other step. Furthermore, the difference of the 12 m to the other transformations has a strong influence on the clustering. 

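Pairs that share the transformation had a mean mutual information of 0.645 and pairs that do not had 0.592. For the similarity measure the values were 0.640 and 0.579. With the pairs left out whose clusterings by Spearman's correlation rest on equal ranks, an alternative chosen after seeing the data, the values were 0.645 and 0.582 for the transformation and 0.630 and 0.579 for the similarity measure.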

The 12 m removes the mean level but preserves amplitude differences in fluorescence intensity. Whether these differences are biologically meaningful or of technical character can not be determined due to the semi-quantitative nature of the microarray technology. It is therefore recommendable to focus on the pattern of change over time, which can be achieved by standardization or DFT with amplitude scaling [23]. In contrast, the choice of the clustering algorithm itself has the least impact on the obtained clustering result.

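Pairs that share the clustering algorithm had a mean mutual information of 0.616 and pairs that do not had 0.607. Of the steps compared here, this was the smallest difference under each of the alternatives run.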

### LOS agrees best with biological knowledge

The implications of the observed normalization effects for the biological data interpretation are demonstrated for selected genes as well as the functional enrichment of a complete clustering result. First, we examined the set of significantly oscillating genes which exhibit large phase shifts after data normalization. As an example, the expression profiles of four such genes are shown in Figure 4. 

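The genes examined are ycf37 (slr0171), psbN (smr0009), ssl2789 and ISY120b (sll1156), all of them well above background on all 12 arrays. In the unnormalized data, their permutation test gave a p_osc of 0.0319 for ycf37, 0.0307 for psbN, 0.0111 for ssl2789 and 0.123 for ISY120b, and none was under 0.05 after Benjamini-Hochberg adjustment over all coding genes. After LOS normalization, p_osc was 2e-05 for ycf37, 0.00305 for psbN, 0.00311 for ssl2789 and 0.00995 for ISY120b, and the phase shifts were 2.25, 2.42, 2.97 and 3.18°. The phases of both replicates in the unnormalized data differed by 39.0° for ycf37, 31.4° for psbN, 29.2° for ssl2789 and 41.3° for ISY120b, more than any of these shifts. At CT 17.5, the log2 mean ratio of psbN went from 0.06 to -0.07 in replicate 1 and from -0.33 to -0.53 in replicate 2, and that of ssl2789 from -0.06 to -0.32 and from -0.22 to -0.32.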

The LOS normalized profiles closely resemble the unnormalized profiles and exclusively dampens or remove expression spikes at the CT 17.5 samples. 

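After quantile normalization, the size of the phase shift was 137° for ycf37, 142° for psbN, 148° for ssl2789 and 175° for ISY120b. The new phases were 149° for ycf37, 81.7° for psbN, 102° for ssl2789 and 105° for ISY120b, with p_osc of 0.0564, 0.412, 0.310 and 0.0793 in the permutation test. The log2 mean ratio amplitude fell from 0.17 to 0.09 for ycf37, from 0.29 to 0.08 for psbN, from 0.14 to 0.09 for ssl2789 and from 0.21 to 0.08 for ISY120b. When only genes well above background on all arrays were normalized, the size of the shift was 91.3° for ycf37, 64.4° for psbN, 99.2° for ssl2789 and 118° for ISY120b, and with the median over probes it was 46.7° for ssl2789.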

Whereas all genes exhibit an induction of expression over the day, application of quantile normalization always leads to a phase shift of ≈130−160° and, therefore, expression during the night as well as a dampening of the oscillation amplitude. Median polishing shows more diverse effects on the individual gene profiles. For gene ycf37 (ORF slr0171) shown in Figure 4A, median polishing preserves the oscillation phase in the first period, but severely attenuates oscillatory behavior in the second period. 

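In the median polished data, the log2 mean ratio of ycf37 ranged from -0.26 at CT 17.5 to 0.22 at CT 5.5 in replicate 1 and from -0.06 at CT 12.5 to 0.27 at CT 5.5 in replicate 2. The phase of ycf37 was 280° in replicate 1 and 275° in replicate 2, and its p_osc over both was 0.0581 in the permutation test.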

For gene psbN (ORF smr0009) and ISY120b (ORF sll1156) shown in panel B and D, the median polished profiles closely resemble the unnormalized profiles, while median polishing leads to no discernible oscillatory behavior for gene ssl2789 (C). 

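Median polishing moved the phase of psbN by 4.53° and that of ISY120b by -0.32°, and their log2 mean ratio amplitudes were 0.20 and 0.12. Their p_osc was 0.0207 and 0.113 in the permutation test. For ssl2789, the amplitude was 0.06, the p_osc 0.419 and the phase shift 27.9°, while the phases of the replicates differed by 55.0°.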

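After cLOESS, ycf37 had a log2 mean ratio amplitude of 0.04, a p_osc of 0.397 in the permutation test and phases that differed by 73.9° between the replicates. Its p_osc in the permutation test was below 0.05 in no normalized data set except the LOS-normalized one.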

Similar to median polishing, cLOESS shows diverse effects for the different genes.

**Figure 4:**
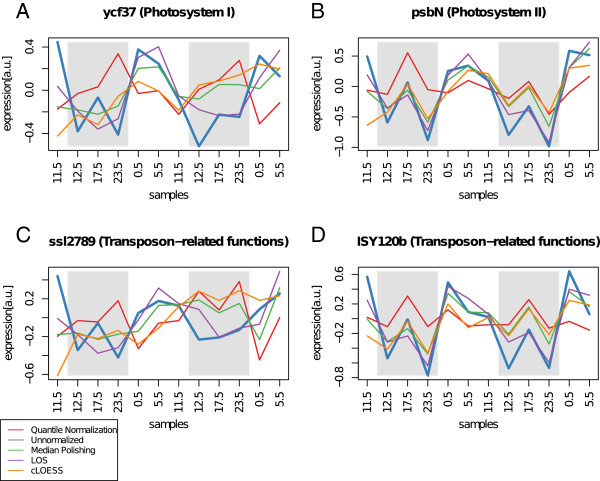
**Phase changes in high amplitude diurnal expression profiles due to normalization.** The expression profiles of four genes with clear diurnal oscillations before and after normalization with several methods using 12 m transformed data. The expression profiles are shown in different colors as provided in the legend. The gray shaded area marks the subjective night. The genes ycf37 (**A**) and psbN (**B**) are functionally associated with the photosynthesis and exhibit induced expression over the day. The expression phase *ϕ* after quantile normalization is shifted by ≈130°. The genes ssl2789 (**C**) and ISY120b (**D**) have transposon-related functions and are phase shifted by ≈160° after quantile normalization.

For the gene ycf34, the first peak is preserved whereas the second period oscillation is removed. In case of the genes ISY120b and psbN, the cLOESS normalized profiles resemble the unnormalized and LOS normalized profiles, but feature oscillations with severely dampened amplitude. 

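The log2 mean ratio amplitude after cLOESS was 0.03 for psbN and 0.04 for ISY120b. The phase moved by 178° for psbN and by -152° for ISY120b, and p_osc was 0.781 and 0.175 in the permutation test. With phases of psbN that differed by 158° between the replicates, its shift was of the size of the spread between replicates.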

While on one hand, the diurnal oscillations of the raw data are entirely suppressed in the profile of gene ssl2789, on the other hand the amplitude of a negative anti-phasic spike at the first 0.5 CT sample is even increased.

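At CT 0.5, the log2 mean ratio of ssl2789 was 0.06 in replicate 1 and 0.09 in replicate 2 before normalization, and -0.33 and -0.58 after cLOESS. Its p_osc after cLOESS was 0.421 in the permutation test.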

As demonstrated, the choice of normalization methods can change the qualitative properties of the experimental data. While it is possible, that the global oscillatory trend is an experimental artifact and thus should be removed, this removal (e.g. by quantile normalization) leads to the conversion of day-active oscillators into night-active ones. Especially for the two photosynthesis-related genes ycf37 and psbN (Figure 4A, B) this is counter-intuitive and contradicts previous findings [41]. Only LOS normalization yields expression profiles which widely resemble the unnormalized profiles, while dampening the presumably noise-related peaks at both 17.5 CT samples. As already shown in the correlation distributions, cLOESS suppresses oscillatory behavior while preventing introduction of anti-phasic oscillations.

### Conservative normalization gives biologically reasonable results

Finally, it remains to be shown that the presented data set and the processing provide a biologically reasonable picture. As demonstrated, the LOS normalization shows the least impact on the data and was consequently used in this analysis step. Visual inspection of clustering results revealed very good performance of flowClust with DFT transformation, where cluster-wise coherence of shape and phase of expression profiles were used as prominent criteria. From the range of optimal cluster numbers (8-10) according to the Bayesian information criterion as obtained from flowClust (see Additional file 1: Figure S2), we used ten clusters to ensure a finer resolution of the data for the following biological interpretation. 

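A mixture of 10 multivariate t distributions with 4 degrees of freedom, fitted to the DFT transformed LOS-normalized data with 20 starts, stands here for flowClust, which was not run. Ordered by mean phase, its clusters held 594, 70, 433, 567, 411, 245, 202, 420, 90 and 320 genes. The first 2 clusters had mean phases of 136 and 144°, and the other 8 clusters had mean phases between 266 and 340°. The phases in the first cluster were widely scattered, with a mean resultant length of 0.34, where 1 stands for equal phases. It was at least 0.70 in every other cluster. The mean log2 mean ratio of the first cluster stayed between -0.04 and 0.04, so that a night phase is shown only for the second. In the largest cluster, 29.5% of the genes had p_osc under 0.05, against at least 60.5% in each of the remaining clusters.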

Figure 5 A shows this clustering after reordering the clusters according to the mean expression phase *ϕ* of the corresponding cluster members. Functional category annotations for the enrichment analysis were obtained from the Cyanobase database [42]. For every individual cluster, the probability of the observed frequency of annotations was calculated assuming a hypergeometrical distribution (see Methods section for technical details). A visually enhanced version of the resulting table of enriched functional annotations for every cluster is shown in Figure 5B. To allow for comparison, the corresponding results for the other normalizations and unnormalized data are provided as Additional file 1: Figures S5–S8.

**Figure 5:**
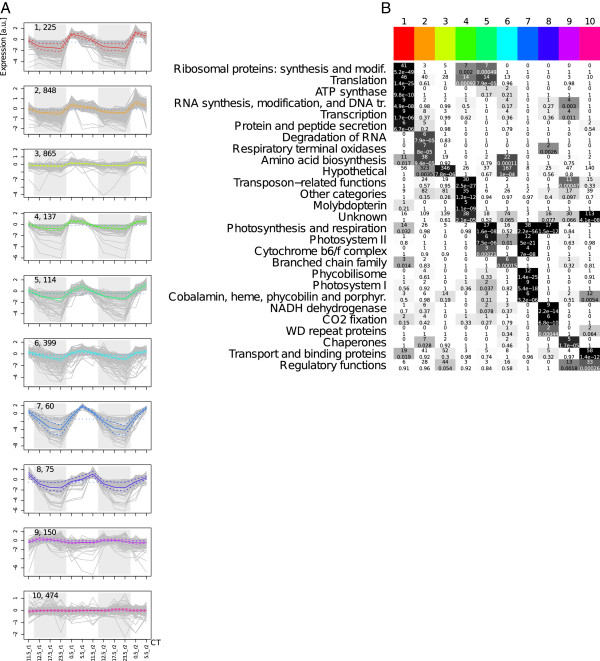
**Clustering after LOS normalization yields coarse biological program.** The clustering of LOS normalized DFT transformed data using the flowClust approach with ten clusters is shown in panel **A**. The gray lines represent individual gene profiles, the solid colored line marks the cluster mean profile, and the dashed colored lines mark the 5% and 95% quantiles. For visualization the 12 m transformed data are used. On the upper left corner of every profile plot, the cluster index is given followed by the number of genes in the corresponding cluster. The gray shaded area marks the dark period. The clusters are sorted by the mean phase angle *ϕ*. A graphical representation of the cluster-wise functional enrichment of the clustering shown in **A** is presented. The rows of this matrix correspond to biological functions whereas the columns correspond to clusters, where the color marks on the top match the colors used for the cluster mean profiles. The number of genes with the corresponding function is shown on the top of each cell and the enrichment p-value on the bottom. Furthermore, the enrichment p-value is color-coded in the cell background, marking highly significant enrichments in black and non-significant enrichments in white. The rows were rearranged to reveal the temporal ordering.

Most importantly, the three photosynthesis-related clusters 5,7, and 8 peak as expected in the morning, midday, and evening, respectively. The expression of components of the transcriptional and translational machinery in cluster 1 increases sharply during the DL transition. This could be explained by the extensive metabolic changes due the transition from respiration to photosynthesis as well as the induction of a variety of processes to utilize the readily available photosynthetic energy. Only with slight delay, the expression of amino acid biosynthesis related genes increases possible to provide the basic elements for protein synthesis. In contrast to protein synthesis, C*O*_2_ fixation related genes show an increased expression in the second half of the day (cluster 8). This behavior might reflect a separation between protein synthesis and cellular maintenance during the first half of the day and an accumulation of storage metabolites during the second half as preparation for the night as observed, e.g., in *Cyanothece sp.* ATCC 51142 [43]. The enrichment of genes with regulatory functions in the non-oscillating cluster ten is reasonable, since many regulatory mechanisms must be expected to respond to specific non-periodic cues.

## Conclusions

The expression of a large number of genes oscillates diurnally in a variety of cyanobacterial strains. In the microarray-based evaluation of diurnal patters in the transcriptome of the cyanobacterium *Synechocystis sp.* PCC 6803 presented here a large number of diurnally oscillating expression patterns was found in combination with a global diurnal oscillation. This global oscillation posed a problem for commonly used multi-chip normalization methods. Several methods that have been applied previously in a similar context attribute such a global oscillatory trend to technical variation and aim at its removal. We used several time series descriptors (phase, oscillatory p-value *p*_*osc*_) and clustering analyses to systematically compare the impact of four normalization methods on the presented dataset.

We found that the popular methods median polishing, quantile normalization and cyclic LOESS (cLOESS) normalization systematically change the expression phase of oscillating genes compared to the unnormalized data. This expression phase information is best preserved by the least oscillating set (LOS) normalization, which attributes changes in the least oscillating genes to technical variation and preserves the global oscillatory trend. Analysis of the expression profile correlation shows only minimal impact of the LOS normalization. In contrast, quantile normalization and median polishing strongly alter the original correlation structure by introducing anti-phasic oscillations. Only cLOESS suppresses oscillations without introducing anti-phasic ones. Moreover, the numbers of oscillating genes differ vastly between the different normalization methods. The reason for these normalization side effects is the oscillation in the mean transcript abundance. Only LOS normalization avoids the removal of this global trend and thereby avoids introduction of new anti-phasic oscillations or severe dampening of observed oscillators. On the other hand, LOS normalization may de-emphasize potential real but weak biological periodicities that are superimposed by the global trend, i.e., transcripts that may specifically peak during the night phase. The mechanism which leads to the oscillation in the mean transcript abundance, despite the consistent application of 1.5*μg* RNA on each individual microarray chip, may have several not mutually exclusive sources. Firstly, microarrays probe only a subset of the potentially expressed genomic sequences. A diurnal variation of the fraction of probed to non-probed transcripts in the total RNA extract may thus underlie our observation. Secondly, sequence properties such as the GC content introduce a bias into the resulting microarray signal. Strong overrepresentation of sequences with similar bias-introducing properties in the set of day- or night-expressed genes might therefore cause an oscillation. This explanation would predict the observation of a similar oscillation when using RNA-seq instead of microarrays, since sequencing-based techniques possess a similar bias. While the normalization of the microarray signal to the cell number via spike-ins proved useful to examine a global expression induction [18], this approach would not be sufficient in the presented case. Further experimental characterization of this diurnal trend is required to understand this phenomenon. It was shown that the result of a clustering analysis is governed by the choice of the normalization method rather than by the data transformation, similarity measure, or clustering algorithm. The only exception is the *log*_2_ mean ratio transformation, which emphasizes amplitude information more than the standardization and DFT transformation. Since this amplitude information can not be interpreted in a quantitative manner, it should be removed by standardization and DFT transformation to allow for exclusive clustering by the pattern of change. Comparison of existing biological knowledge shows that the combination of LOS normalization, clustering using flowClust and DFT transformation, and functional enrichment analysis of the resulting clusters outline the basic diurnal biological program of *Synechocystis sp.* PCC 6803. Other normalization methods cause large phase shifts or the attenuation of diurnal oscillations, which are in some cases inconsistent with biological knowledge.

In the light of these analyses, it is possible that the descriptions of large scale oscillatory gene expression and, in particular, expression timings in different cyanobacterial species are biased by the normalization methods employed in the analysis. To overcome this challenge, more robust multi-chip normalization methods must be considered when studying temporal expression organization. Importantly, the exact source of a diurnal trend in the total chip signal, despite experimental normalization, requires further experimental characterization.

## Methods

### The synechocystis sp. PCC 6803 time series expression dataset

*Synechocystis sp.* strain PCC 6803 was grown in BG11-medium [44] at 30°C under continuous illumination with white light of 120 *μ*mol of photons *m*^−2^*s*^−1^ and a continuous stream of air. The optical density of the culture was monitored by measuring the absorbance at 750 nm. Cultures were synchronized with three cycles of light/dark 12 h:12 h prior sampling. Aliquots were taken at OD750 0.5. Over a 24 h time course, 6 samples for RNA isolation were taken at the following time points: 30 minutes before and after light is switched off, (sample 1 - CT 11.5 and sample 2 - CT 12.5), 30 minutes before midnight (sample 3 - CT 17.5), 30 minutes before and after light onset (sample 4 - CT 23.5 and sample 5 - CT 0.5) and 30 minutes before noon (sample 6 - CT 5.5). Cells were filtered rapidly through Supor 0.45 m membrane filters (PALL), immediately stowed with TRIzol reagent (Invitrogen) and frozen in liquid nitrogen. Total RNA samples stored at -20°C were transferred directly to a 65°C waterbath for 5 minutes, mixed with 0.2 ml chloroform per ml of TRIzol and incubated for 15 minutes. The dissolving of the membrane and lyses of the cells were supported by vortexing. Centrifugation at maximum speed for 10 min at 4°C separated the phases. The RNA in the supernatant was precipitated by adding 0.5 ml of isopropanol per ml TRIzol used in the initial homogenisation. Two replicates were prepared from two synchronously growing cultures. The microarray design and hybridization procedure have been described previously [45]. The custom made Agilent single channel expression microarray holds probe sets for all annotated genes from the chromosome (NC_000911) as well as the seven plasmids. The detailed description of the employed microarray is deposited at gene expression omnibus (GEO) under the series identifiers GSE16162 and GSE14410. The extracted RNA was labeled directly for microarray hybridization to avoid labeling artifacts from reverse transcription and second strand synthesis during cDNA synthesis. The same amount of 1.5*μg* RNA was applied for every array, i.e. time point. The spot intensities were extracted with the ‘Agilent Feature Extraction Software 10.5.1.1’ using the Protocol GE1_105_Dec08. No background correction was performed. Probe summarization yields expression values for 8907 mRNAs, of which 3242 can be mapped onto protein coding genes located on the chromosome and 105 located on plasmid pSYSA. We selected only those genes for further analysis.

### Data transformation

The brightness of spots in a microarray experiment, from which the expression strength is derived, depends not only on the number of mRNAs in the sample, which is applied to the array chip. Large differences in hybridization energy and experimental effects like cross hybridization lead to expression values, which span several orders of magnitude and of which only relative changes for one probe set between the conditions can be interpreted. By the use of different transformations, it is common to bring raw expression data into the same order of magnitude. To allow for comparability, we also include the raw data in every step of our analysis.

#### Log2 mean ratio

The 12 m mean ratio is defined as

$$\begin{array}{ll} x^{\prime }=\text{lo}g_{2}\frac{x}{\bar{x}}\;, & \; \end{array}$$

where *x*, $\bar{x}$, and *x*^′^ denote the original time series, the average expression over the genes entire expression profile, and the transformed time series, respectively.

#### Standardization (Z transformation)

The standardization is defined as

$$\begin{array}{ll} x^{\prime }=\frac{\left(x-\bar{x}\right)}{\sigma_{x}}\;, & \; \end{array}$$

where *σ*_*x*_ denotes the standard deviation of the genes expression profile from its average, which is calculated as

$$\begin{array}{ll} \sigma_{x}=\sqrt{\frac{1}{N-1}\overset{N}{\underset{i=1}{\sum }}{\left(x_{i}-\bar{x}\right)}^{2}} & \; \end{array}$$

for an expression profile *x* of length *N*.

#### Discrete fourier transformation

A series of measurements *x*={*x*_0_,...,*x*_*N*−1_}, acquired at times {*t*_0_,...,*t*_*N*−1_}, can be approximated as a set of sine-functions with different frequency and amplitude. This transformation into frequency-space is done by applying the Discrete Fourier Transform (DFT) to each gene’s time series

$$\begin{array}{ll} X_{k}=\overset{N-1}{\underset{n=0}{\sum }}x_{n}e^{-2\mathrm{\pi i}\frac{\text{kn}}{N}}\;,\;k=\{0,\ldots ,N-1\}\;\;, & \; \end{array}$$

where *X* is a vector of complex numbers representing the decomposition. Each component *X*_*k*_ represents a sine with period *P*_*k*_=(*t*_*N*−1_−*t*_0_)/*k* where *X*_0_ represents the non-oscillating component or an offset from 0 of the time series. For each component *X*_*k*_ the amplitude *A*_*k*_ and the phase angle *ϕ*_*k*_ can be calculated as *A*_*k*_=|*X*_*k*_|/*N* and *ϕ*_*k*_=*tan*^−1^(*Im*(*X*_*k*_)/*Re*(*X*_*k*_)). Since the obtained spectrum is symmetrical relative to *k*=*N*/2, it can be restricted to 0<*k*<*N*/2 (in this case 0 to 6) without loss of any information. It must be noted that the computed phase angles *ϕ*_*k*_ provide a distorted measure of the diurnal expression time due to the non-equidistant sampling. However, the phase angles provide an excellent means to obtain a temporal order of oscillating expression patterns.

To be able to cluster these frequency spectra, we discard the uninformative non-oscillating component *X*_0_ and the highest frequency component *X*_6_ and create a series of values out of the 5 real and imaginary parts of the remaining frequency spectrum for every gene. This component omission can be interpreted as subtracting the mean for each gene’s time series. For the remaining components *X*_*k*_, the amplitude is scaled to emphasize the shape of the expression pattern instead of the absolute amplitude, which is less informative for microarray data. Therefore, the scaled amplitude *A*_*k*_ is the amplitude at component *k* divided by the mean of amplitudes at all other non-zero components, $a_{k}=A_{k}/{Ā}_{i\neq \{0,k\}}$.

### Detection of periodic expression profiles

As proposed previously, a permutation-based method is used to detect diurnal periodic expression profiles [20]. As diurnal periodicity is reflected in a large magnitude of the corresponding Fourier component *X*_*k*_, its significance can be assessed by the probability *p*_*osc*_ to observe *X*_*k*_ in a random permutation of the original time series. We, therefore, calculated the Fourier spectra of 100000 random permutations of each time series and calculated the empiric relative probability for each *X*_*k*_ to observe a Fourier coefficient equal or larger in a random permutation.

It must be emphasized that the Fourier transform uses a sine function as underlying model which in case of a sinusoidal expression profiles leads to a distinct peak in *X* at the corresponding frequency *k*. For periodic signals with non-sinusoidal shape, e.g. spike-shaped, the magnitude of the corresponding frequency component is distributed across the harmonic and neighboring frequency components. This hampers the detection of low-amplitude periodic non-sinusoidal profiles in comparison with sinusoidal profiles, since the lower magnitude of *X*_*k*_ receives a higher probability in the permutation background model.

### Data normalization

Strategies for the compensation of experimental variations in multi-chip experiments are generally considered necessary. Basis for such approaches are assumptions of similarity between different arrays in the same experiment.

The quantile-normalization approach by Bolstad *et al.*[46] assumes that the real distribution between the arrays is identical and only a small number of genes show differential expression due to the experiment. To perform the array-wide normalization we used the R-implementation in package limma [47] (normalizeBetweenArrays with method quantile).

Median polishing [48] is a classical method in exploratory data analysis. It is used within the RMA and GCRMA preprocessing protocols to summarize the probe sets. In this study, it is used to remove differences in the total median between individual arrays. We, thereby, illustrate the relaxation of the assumption of similar distribution shape, which is made in quantile normalization, while maintaining the assumption that the majority of genes are not differentially expressed.

With the LOESS normalization [34], another non-microarray specific normalization method finds wide acceptance. In this method, the observation of an expression amplitude-dependent non-linear relationship between multiple microarrays is accounted for using a polynomial correction function instead of a linear one for the equalization of two arrays. For the extension of this pairwise normalization, the gene-wise mean expression over all samples can be used as reference array for each individual sample array. In the work of Bolstad *et al.*[46], the cyclical application of the LOESS normalization was included, which we refer to in our comparison as cLOESS. We use the implementation in the R-package Limma using the method normalizeCyclicLoess using the default settings.

In addition, with the least oscillatory set (LOS) normalization we propose a method which is related to the least variant set normalization (LVS) [13] in its basic idea of selecting a subset of expression profiles for the fitting of a LOESS polynomial.

While LVS attempts to define a set of housekepping genes by finding profiles with minimal array-to-array variation (after partitioning the observed variation into array-to-array variation, within-probeset variation and residual variation), LOS follows a more intuitive approach. Here, housekeeping genes are defined as the set, which exhibits the least pronounced diurnal oscillations (measured by oscillatory p-value *p*_*osc*_). Defining the lower cutoff *p*_*osc*_>0.7 and considering all transcripts on the chip yields a LOS set of 1173 expression profiles. The global mean expression for each array is shown in Additional file 1: Figure S1 A together with the mean expression profiles of LOS sets of different size. The mean expression for each of these LOS profiles is used to fit a LOESS normalization curve to each individual array, which is then used to perform the normalization. For the presented dataset, LOS normalization leads to the dampening of the spike at the first CT 17.5.

### Clustering algorithms

From the plethora of clustering algorithms, which have been proposed for the clustering of expression data, we chose a diverse set of 7 methods which cover different principles of clustering.

#### K-means

The non-hierarchical K-means clustering algorithm is implemented in the R-function Kmeans (package: amap). In this function, 100 random starting sets of *k* cluster centers are used to run 1000 iterations of the Lloyd-Forgy algorithm [36] each. From the set of available distances measures, we chose the Euclidean distance and Spearman correlation coefficient *ρ*. In this case as in every following correlation coefficients have been transformed into a distance measure by:

$$\begin{array}{ll} \hat{\rho }=1-\rho & \; \end{array}$$

taking 1 minus the correlation coefficient.

#### Partitioning Around Medoids (PAM)

Similar to K-means, PAM is a non-hierarchical clustering algorithm that partitions the data by attempting to minimize the squared error of a distance measure [37]. In contrast to K-means PAM takes data points as cluster centers, which are then called exemplars or medoids. We are using the R-implementation pam (package: cluster) with Euclidean and Spearman correlation distance.

#### Hclust

The bottom-up hierarchical cluster [39] analysis included in this study is implemented in the R-function hclust (package: stats). The clustering is based on a set of dissimilarities between the samples. Here, we have used dissimilarities based on the Euclidean distance and the Spearman correlation coefficient together with Ward’s method [49].

#### Self-Organizing Maps (SOM)

The non-hierarchical Self Organizing Map (SOM) approach represents multidimensional data in a low-dimensional topological map. The grid used here is one-dimensional and the number of grid points equals the number of clusters [40]. The implementation of SOM in the R-function som (package: kohonen) [50] is used. During the training phase the data are presented for 3000 times to the network.The learning rate alpha is set to start from 0.5 and decreases linearly to 0.05 over the 3000 repetitions. As topology we chose a rectangular network with 1 by *k* nodes.

#### Self-organising tree algorithm (SOTA)

The top-down approach called self-organising tree algorithm or SOTA was proposed as strategy for phylogenetic reconstruction [38]. It has also been used to cluster microarray gene expression data [40]. In a top-down fashion, SOTA produces a hierarchical binary tree structure by repeatedly training a neural network and splitting the most diverse neuron into two neurons of the new network. We used the R-implementation clValid (package: clValid) with default parameters [38].

#### Mclust

We included a non-hierarchical model-based clustering approach using expectation maximization initialized by hierarchical clustering for parametrized Gaussian mixture models [23]. Each mixture component represents a cluster. The full set of 10 possible models is calculated for each number of clusters *k* and the model yielding the highest Bayesian information criterion (BIC) is selected. The R-implementation Mclust (package: Mclust) is employed with default parameters.

#### flowClust

As a second member of the family of model-based clustering methods we chose flowClust [32]. The main difference to Mclust is the usage of a multivariate t distribution as model for each cluster instead of a Gaussian distribution. We used the R-implementation flowClust (package: flowClust) with default parameters. The application of flowClust to standardized and unnormalized data prevented the convergence of the algorithm or lead to clusterings that include clusters of less than 10 genes. This suggests incompatibility of the algorithm to these transformations and justified the exclusion of these combinations from further analysis.

### Clustering comparison

#### Adjusted rand index

The Rand index [51] between two clusterings counts for all pairs in the dataset how often both are in the same cluster (*a*) or in different clusters (*b*) within both clusterings (agreement of clusterings). Also the number of disagreements in between all pairs is counted, i.e., for how many pairs both are in the same cluster in clustering 1, but not in clustering 2 (*c*) and vice versa (*d*). The counts are then combined to a score:

$$\begin{array}{ll} R=\frac{a+b}{a+b+c+d} & \; \end{array}$$

The adjusted Rand index furthermore accounts for similarities in the clusterings which are expected by chance. The adjusted Rand index values are of interval [0,1] where 1 is reached by maximally similar and 0 by maximally dissimilar clusterings. We use the R-implementation of the adjusted Rand index in function cluster.stats (package: fpc).

#### Mutual information

The mutual information is defined as

$$\begin{array}{ll} I(X,Y)=\underset{y\in Y}{\sum }\underset{x\in X}{\sum }p(x,y)\text{log}\left(\frac{p(x,y)}{p_{1}(x)p_{2}(y)}\right)\;, & \; \end{array}$$

where *p*(*x*,*y*) is the joint probability function for elements of the two clusterings *x*∈*X*,*y*∈*Y* and *p*_1_(*x*),*p*_2_(*y*) are the marginal probabilities for elements in the individual clusterings. The joint probability function is estimated by a contingency table whereas the marginal distributions are estimated by a histogram with each cluster being one bin. The mutual information values range from 0 for maximally dissimilar clustering to a maximum of the entropy of one clustering when both are identical. Therefore, the maximum mutual information increases with the cluster number enabling for a larger entropy value in a clustering. We used the R-implementation of the mutual information in function mi.empirical (package: entropy).

#### Normalized variation of information

The variation of information was proposed by Meila [52] is defined as follows:

$$\begin{array}{lll} \;\text{VI}(X,Y) & =H(X)+H(Y)-2I(X,Y)\; & \;\\ \text{nVI}(X,Y) & =\frac{\text{VI}(X,Y)}{H(X,Y)}\; & \; \end{array}$$

where *H*(*X*),*H*(*Y*) are the entropies of the individual clusterings, *I*(*X*,*Y*) is the already introduced mutual information. Instead of the variation of information *VI*(*X*,*Y*) we used the normalized variation of information to facilitate comparability between e.g. clusterings with different k. Values of the normalized Variation of Information are of interval [0,1] where 0 is reached by maximally similar and 1 by maximally dissimilar clusterings. We use the R-implementation of the VI in function cluster.stats (package: fpc) with subsequent normalization.

The construction of a clustering result comparison similar to Figure 3 is demonstrated in Additional file 2 using the statistical programming language R.

### Functional enrichment analysis

The functional enrichment analysis was performed using the gene annotations as provided by the Cyanobase database [42]. The overrepresentation of genes with a certain functional annotation was then computed with the R-library topGO [53], using the *classic* algorithm and the *Fisher* test statistic.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

IA provided the biological samples. JG performed the microarray measurements. RL implemented the presented analysis, interpreted the data and wrote the manuscript. RM was involved in the developing of the ideas presented in this paper, the implementation of the analysis and the interpretation of the results. MB was involved in writing the manuscript. RS was involved in the developing of the ideas presented in this paper and the interpretation of the results. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supporting Information.** A document providing supplementary figures. Click here for file

Additional file 2 **R Script demonstrating application of the considered clustering algorithms.** A document, describing the application of clustering algorithms to time series expression data, using the statistical programming language R. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

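Cultures of Synechocystis sp., a unicellular cyanobacterium, were sampled at 6 time points of a light/dark cycle in 2 replicates, and the RNA of each sample was hybridized to 1 single-channel array, 12 arrays in all. The authors deposited, for each array, the output of Agilent's Feature Extraction software (version 10.7.3.1 in the headers used here), with the intensity of every spot on a linear scale, before any normalization between arrays. Agilent's processed signal in the same output is an intensity after background subtraction and detrending within the array, and is used here only as an alternative. The authors also deposited a table of normalized log2 values per spot, each divided by the mean of the spot over the 12 arrays before the logarithm, and an oscillation p-value per spot, which they made before deposit by a step that the table itself does not name. No column of values without a sample was left over (0 columns).

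The mean pixel intensity of each of the 40886 probe spots was taken without background correction, after the methods of the paper. Control spots and spots with an outlier mark were left out, log2 values were averaged over the spots of a probe and then over the probes of a feature, and 1 tRNA feature was lost because all its spots carried such marks. The features listed as open reading frames were taken as the 3352 coding genes, and the other 5477 features were kept for the LOS and for the closing section. For arrays, the number of samples limits the precision, and no counting error can be given. No sample was left out.

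Quantile normalization and median polishing followed the calls of the paper's supplementary script, and cLOESS used limma's cyclic LOESS with default settings. The LOS was the set of features with p_osc above 0.7 in unnormalized data, and the LOESS curve had a span of 0.75 and degree 2. The phase and the amplitude were taken from the Fourier component of the 2 cycles in the series of 12 values, on linear intensities, with 0° for a peak at CT 11.5 and 60° per sample. The p_osc of a gene is the share of 100000 random orders of the arrays with an amplitude at least as large, one-sided. Strong oscillators are genes with p_osc under 0.05 in unnormalized data, and weak oscillators are the other coding genes. Shares of genes are given with and without Benjamini-Hochberg adjustment.

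The light minus dark difference was tested by an exact permutation test of the light labels within each replicate. Genes changed over the 6 time points were called with limma's moderated F test on log2 values and Benjamini-Hochberg adjustment at 0.05. Both per-gene tests were tested on simulated data. In data simulated from the LOS-normalized values of 3352 genes, with changes of 1 on the log2 scale, limma called 196 of 200 changed genes and 17 unchanged ones. The noise for limma was drawn independently for each gene and array, so that a pattern shared by a whole array was not simulated. Negative control spots with no outlier mark on any array, 120 in number, were added to the coding genes for each normalization, but were not used to fit the LOS curve.

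Clusterings with 8 clusters were computed with k-means (100 starts, at most 1000 iterations), PAM, Hclust and Mclust on log2 mean ratio, standardized and DFT transformed data, and compared by mutual information, the normalized variation of information and the adjusted Rand index. The SOM, SOTA and flowClust algorithms were not run, and a mixture of 10 multivariate t distributions stands in for the last of these. The enrichment of functional categories was not analysed here, since no table used here pairs the gene identifiers with functions or with further gene symbols.

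The genes named in the text were chosen by a rule set before the data were examined. The comparisons with their tests and the alternatives were set at the same time, except the subtraction of the negative control signal and the clusterings without repeated ranks, and the technical explanations tested only after a result was seen are named at the top of each part below. The rule takes the genes that the paper names, the 3 coding genes with the largest amplitude in LOS-normalized data among those with p_osc under 0.05 whose phases in both replicates lie within 30°, of which there were 1598, and the kai features. The alternatives were another intensity column, Agilent's background-subtracted signal, the median over probes, only genes well above background, the authors' deposited values, each replicate left out, log2 values for the Fourier analysis, exact enumeration of the orders, orders shuffled within replicates or slides, other LOS cutoffs and sets, another LOESS span, other inputs of quantile normalization and cLOESS, other numbers of clusters and other similarity measures.

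The replicate number stands for a culture in the paper, so that samples with the same number share a culture. The deviations of same-numbered arrays from the mean of their time point were correlated across genes in all 15 pairs of time points, with a Pearson's r between 0.157 and 0.882 and a median of 0.292 in unnormalized data. The slide is a further block, since slide and replicate overlap in part. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, cluster 2.1.8.1 and mclust 6.1.1.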

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

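Of the tests in this part, the comparison with the light minus dark difference of the negative control spots was chosen only after the result was seen, and the comparison of antisense features with their own genes was set beforehand.

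The paper shows the mean signal of all features of the chip and draws its LOS from them, but gives no result for the features that are not coding genes as classes of their own, and most of these classes show a diurnal signal. In the unnormalized data, 1802 of the 5477 features that are not coding genes (32.9%) had p_osc under 0.05. Among these, the antisense features passed in 320 of 1932 cases (16.6%) and the features listed as non-coding RNA in 286 of 600 cases (47.7%). The features listed as spacers showed little of it, and 10.3% of the 126 passed. Their light minus dark difference was 0.29 on the log2 scale (exact permutation test within replicates, two-sided p = 0.045). It was 0.15 after LOS normalization (p = 0.125 in the same exact test). Of the 39 tRNA features 2.56% passed, with a difference of 0.0020 (exact permutation test within replicates, two-sided p = 0.825). Of the 3 rRNA features 0% passed, with a difference of -0.00051 (exact permutation test within replicates, two-sided p = 0.965). Both classes had a mean log2 signal of 19.2 in the light and in the dark, with an SD over arrays between 0.018 and 0.037. Signals this alike may lie at the upper limit of the scale, although no spot was marked as saturated. No change could then appear, so these classes decide nothing. The negative control spots passed in 0 of 120 cases, but they follow 1 common pattern and are not independent, so that this count sets no firm limit. A signal shared by the whole array, whatever the spot, would move the control spots in the same way. For the features that are not coding, the light minus dark difference was 0.57 on the log2 scale (exact permutation test within replicates, two-sided p = 0.005) and that of the control spots was -0.011 (p = 0.92 in the same exact test), which argues against this explanation as the whole cause. The shares after LOS normalization, 66.1% of the features that are not coding, 50.2% of the antisense and 74.8% of the non-coding features, decide nothing, since 75.8% of the control spots pass there too. With an amplitude above that of every control spot required as well, the shares after LOS normalization were 57.8, 36.2 and 66.8%. Whether shuffled orders of the arrays give as many features was not tested for these classes. For the coding genes in unnormalized data, shuffled orders did not settle whether chance can be excluded.

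For the antisense features, a technical explanation is that the probes pick up the sense transcript, by cross-hybridization or labelling. The phase of an antisense feature would then lie closer to that of its own gene than to that of other genes. Over the 711 pairs in which both oscillate in LOS-normalized data, the median phase difference was 40.7°, against 39.5° for random pairings (permutation test with 10000 pairings, one-sided p = 0.795), and 162 pairs (22.8%) differed by more than 120°. For these pairs, this argues against the sense transcript as the main source of the antisense signal. The pairs rest on calls in LOS-normalized data, where 75.8% of the control spots pass too. A pattern brought in by the correction thus stays open for them. The slide and the dim signal of many antisense features, of which 23.0% were well above background on no array, were not tested for this class and stay open. A diurnal change of transcription outside the coding genes is a hypothesis that the design allows and that was not tested beyond this.

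In 12 groups, the arrays of the light and of the dark for 6 measures each, 0 held an array past Dixon's 95% critical value. The array of CT 11.5 in replicate 1 came close to the critical ratio of 0.625 among the arrays of the light, with 0.618 for the negative control spots and 0.621 for the dark corner spots, and it was the array farthest from the others there in 4 of the 6 measures.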

How the results depend on the processing

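The subtraction of the negative control signal and the clusterings without repeated ranks, left out as pairs or as clusterings, were chosen only after the result was seen, and all other alternatives were set beforehand. Of 538 alternative values of 55 results, 404 stayed on the same side of their threshold, within 1.5 times the main value for shares of genes called, or within the spread used for comparison. Of the others, 123 moved further, 9 were no longer past their threshold, 1 passed it only under the alternative and 1, which has no test, changed its sign. Where nothing else is stated, the cause was not tested.

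The light minus dark difference of the mean signal stayed past its threshold in 10 of 12 alternatives. Without a replicate it was 0.54 to 0.57 with p = 0.1 in the exact permutation test, the smallest p that 3 arrays against 3 allow, so the loss of the call follows from the number of arrays. The same holds for p_osc under 0.05 without a replicate, where only 6 values per gene are left: the share was 1.85 to 2.54% in unnormalized, 11.4 to 11.5% in quantile normalized, 9.34 to 9.70% in median polished, 11.8 to 21.2% in LOS-normalized and 11.6 to 11.9% in cLOESS-normalized data, 14.7 to 14.9% for features that are not coding after LOS normalization, and 0% (0 to 0) in every data set after Benjamini-Hochberg adjustment. With 6 values the threshold of 0.001 cannot be reached and was not used. Limma's F test was not run without a replicate, since no spread within time points is left.

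Also without a replicate, the share of coding genes with a phase of 250 to 350° was 59.7 to 63.5% in unnormalized, 32.9 to 33.4% in quantile normalized, 39.8 to 40.7% in median polished, 62.9 to 65.0% in LOS-normalized and 37.2 to 38.5% in cLOESS-normalized data. Strong and weak oscillators were told apart anew in the single replicate, which left 85 strong ones without replicate 1 and 62 without replicate 2. The median phase shift of strong oscillators was 8.47 to 24.6° after quantile normalization, 1.27 to 2.47° after median polishing, -1.01 to 1.38° after LOS normalization and 4.72 to 17.8° after cLOESS. That of weak oscillators was -10.00 to 10.5°, -2.01 to 1.20°, -10.6 to 1.03° and -0.74 to 0.56°, so that its sign depended on the replicate in each data set. The median Spearman correlation was 0.029 (0.029 to 0.029) after quantile normalization, -0.029 (-0.029 to -0.029) after median polishing and 0.029 (0.029 to 0.029) after cLOESS. The difference in mutual information was 0.068 to 0.073 for the transformation and 0.058 to 0.074 for the similarity measure. The excess of CT 17.5 over its neighbours after LOS normalization was -0.03 (-0.031 to -0.027).

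With Agilent's background-subtracted signal, the unnormalized data had 66.4% of coding genes with p_osc under 0.05, 7.64% under 0.001 and 57.7% after adjustment, 89.0% of genes called by limma, and an excess of 0.55 at CT 17.5, with 0.10 after LOS normalization. The share of phases of 250 to 350° was 34.0% in quantile normalized, 40.3% in median polished and 78.1% in LOS-normalized data. The median shift of weak oscillators was -88.1° after quantile normalization, -97.2° after median polishing and -68.6° after cLOESS, that of strong oscillators after median polishing was 10.9°, and the median Spearman correlation after LOS normalization was 0.66. With the negative control signal subtracted, the unnormalized data had 73.7% of genes under 0.05, 8.05% under 0.001, 67.8% after adjustment and 83.1% of phases of 250 to 350°.

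With orders shuffled within each replicate, the replicate block, 2.30% of genes passed 0.001 and 2.63% passed after adjustment in unnormalized data. With the replicate block, the share called by limma rose from 50.4 to 66.6% in unnormalized data. In median polished data it rose from 63.4 to 77.5%. These limma shares and the other shares of genes at p_osc under 0.05 or 0.001 in normalized data stayed within 1.5 times the value without the block. This is a fixed factor and not a measured spread. For the genes under 0.05 in unnormalized data, 4 of 100 orders gave as many within replicates, and 9 of 100 without the block. With 100 orders these counts are too close to tell apart, so whether the block matters there is not settled. The slide block gave 2.27 and 4.03%, and 84.3% of genes called by limma in unnormalized data.

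With only genes well above background, 15.4% of the genes passed after adjustment and 73.1% had a phase of 250 to 350° in unnormalized data, and the latter share was 38.0% after median polishing and 69.1% after LOS normalization. The median shift was 2.40° for strong and -13.1° for weak oscillators after median polishing and -4.37° for weak ones after cLOESS, and the median Spearman correlation was 0.69 in unnormalized and 0.0070 in quantile normalized data. With the median over probes, the phase share was 33.1% after quantile normalization, 40.3% after median polishing and 36.6% after cLOESS, the shift of weak oscillators 7.73° after median polishing and -0.56° after cLOESS, and the Spearman median 0.0070 after quantile normalization. Normalized over all features, the phase share was 31.3% after quantile normalization and 35.9% after cLOESS, the shift of weak oscillators -11.6° after cLOESS, and the Spearman median 0.042 and 0.014. The phase share after LOS normalization was 68.5% with a LOS cutoff of 0.5, 76.0% with 0.9 and 76.5% in the authors' deposited values. cLOESS on linear intensities gave a phase share of 34.7%, a shift of weak oscillators of -4.99° and a Spearman median of 0.021. With log2 values in the Fourier analysis, the shift of weak oscillators was -5.32° after median polishing and -5.90° after cLOESS. With 5 clusters the difference in mutual information was 0.0375 for the transformation and 0.0369 for the similarity measure. The log2 mean ratio and the standardized values give equal clusterings by Spearman's correlation by construction. With such pairs left out the difference was 0.0632 for the transformation, 0.0511 for the similarity measure and -0.00034 for the algorithm, and with the repeated clusterings left out 0.0506, 0.0543 and 0.0010, so that the order of the transformation and the similarity measure is not settled.

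Among single genes, p_osc in unnormalized data was not under 0.05 without a replicate for ycf37, psbN and ssl2789, and with the median over probes for ycf37 (0.0562), and for ISY120b it was under 0.05 only with Agilent's background-subtracted signal (0.0349). In each alternative of the clusterings that was run, the difference in mutual information was larger for the normalization than for the transformation, the similarity measure and the algorithm. The clusterings were not computed for the alternatives of the LOS and of cLOESS, for normalization over all features or for the authors' deposited values, and the functional lists were not run. The counts in unnormalized data go with the signal over background. Of the 838 dimmest coding genes 0.597% had p_osc under 0.05, of the 838 brightest 61.7% and of those well above background on all arrays 31.6%, and how far background limits the counts was not settled.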

Differences from the paper's values

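Except for the subtraction of the negative control signal and the turned sense of the angle, which were chosen only after the result was seen, and the phase differences on the scale from 0 to 360°, computed after the values were seen, the tests and alternatives in this part were set before the data were examined. A share or count is called different from the paper's where one is more than 1.5 times the other.

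After cLOESS, the paper's share of transcripts with p_osc under 0.05 is 35%, and 69.2% were found here. None of the alternatives falls within 1.5 times the paper's value. They lie between 62.8%, with cLOESS on linear intensities, and 70.6% with both replicates, and between 11.6 and 11.9% with a replicate left out.

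For p_osc under 0.001, the paper's share in raw data is 2.2%, and 3.73% was found here. It was within 1.5 times the paper's with log2 values (3.04%), with orders shuffled within replicates (2.30%) and with orders shuffled within slides (2.27%). It stayed different with the median pixel intensity, Agilent's background-subtracted signal, the median over probes, only genes well above background and exact enumeration, and also with the negative control signal subtracted (8.05%), which was chosen after seeing the values. The paper's share is 4.4% after quantile normalization, where 16.9% was found, 4.9% after median polishing, where 14.2% was found, 7.8% after LOS normalization, where 21.3% was found, and 1.7% after cLOESS, where 17.2% was found. None of the alternatives closed these gaps, and the lowest values were those with orders shuffled within slides, 11.7% after quantile normalization, 10.1% after median polishing, 15.1% after LOS normalization and 12.9% after cLOESS.

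The paper's LOS holds 1173 features, and 2227 features had p_osc above 0.7 here. With the set taken from the coding genes alone it held 896 features, which is within 1.5 times the paper's number, but the paper takes its set from all transcripts on the chip, so that this is another group of features. It stayed different with the median pixel intensity (2251), Agilent's background-subtracted signal (646), the median over probes (2299), a cutoff of 0.5 (3073) or 0.9 (692), and without replicate 1 (694) or replicate 2 (2526).

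Several directions also differ. The paper states that fewer transcripts pass the strict threshold after cLOESS than in raw data, and more were found here. It states that weak oscillators move to earlier phases after quantile normalization, median polishing and cLOESS. Taken the shorter way around the circle, the median shifts here were -4.65, 0.71 and -3.13°, with medians of -88.1, -97.2 and -68.6° when Agilent's background-subtracted signal was used. As plain differences on the scale from 0 to 360° of Figure 2, they were -64.3, -38.6 and -35.0°, the sign that the paper's statement gives. Before normalization 72.4% of the weak oscillators lay between 250 and 350°, near the top of this scale. A scatter of phases without direction would also give mostly lower values, so the plain differences cannot decide the direction. Taken the shorter way, 53.4, 49.6 and 52.2% of the genes moved to an earlier phase. The paper states that weak oscillators move to later phases after LOS normalization. Here 68.4% moved to an earlier phase, with a median of -4.95°, and 68.5% on the plain scale. But the median was 1.03° in replicate 2 alone and -0.09° with Agilent's background-subtracted signal. It was -0.78° with only genes well above background and -1.79° with the LOS set of coding genes. In these values a larger angle is a later peak, and 76.4% of the unnormalized phases then lie between 250 and 350°, where the paper finds most of them. This sense was chosen because that range then falls in the light, so the match is no independent test. The paper's formula, read as printed, gives the opposite sense, in which the signs of all these shifts turn, but only 10.1% of the unnormalized phases would lie in that range. The paper states that quantile normalization, median polishing and cLOESS enhance the night peak of weak oscillators, and their light minus dark difference became negative here, -0.14, -0.05 and -0.08, the direction that the paper states, while the excess of CT 17.5 over its neighbours was lower after each method than before. These values are bounded where a method centres the arrays, since quantile normalization gives every array the same mean. It states that LOS normalization reinforces the day peak of the weak oscillators, and their light minus dark difference was 0.19 after it and 0.33 before, while the night excess fell from 0.28 to -0.004, as the paper describes. For cLOESS the paper describes a distribution of Spearman correlations with a single peak at zero, and 3 peaks were found here, but a single one, at 0.00, with cLOESS on linear intensities. The highest of the 3 lay at -0.68, at -0.01 with the median over probes and at 0.00 with only genes well above background. It describes bimodal distributions after quantile normalization and median polishing, and a further peak near zero was found here.

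In the tree of clusterings, the paper assigns a subgroup to each normalization, and here unnormalized and median polished data shared a group of 41 clusterings, quantile normalized and cLOESS-normalized data a group of 32, and LOS-normalized data alone formed a group of 16. The algorithms SOM, SOTA and flowClust, which the paper includes, were not run. The paper counts the transposon gene ISY120b among the significant oscillators, and its p_osc here was 0.123 in unnormalized data and 0.0349 with Agilent's background-subtracted signal, while the authors' deposited p-values of its 8 spots have a median of 0.0216. For the other 3 genes of Figure 4, the medians of the deposited p-values are 0.00127 for psbN, 0.0589 for ycf37 and 0.145 for ssl2789. For psbN and ISY120b the paper describes cLOESS profiles that resemble the unnormalized ones, and their phases moved here by 178 and -152°, with log2 mean ratio amplitudes of 0.03 and 0.04. After cLOESS, psbN had a p_osc of 0.781 and its replicates differed by 158°, and ISY120b had 0.175 and 39.0°, so that the shift of psbN is not separated from the spread between replicates. For the strong oscillators the paper describes a systematic deviation of the phase after all methods but LOS, and after median polishing the median shift was 1.22° here with no shift over 60°, while with Agilent's background-subtracted signal the median was 10.9° and 22.6% moved by more than 60°.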

Other observations

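In this part, the tests of the negative control signal and of the slide as causes of the light minus dark difference, those of the CT 17.5 excess, of the background subtraction and of p_osc by signal, of the LOS correction within slides, of the deposited p-values and of an oscillation shared with the negative control spots were chosen only after the result was seen, and the other tests were set beforehand.

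The light minus dark difference of the mean log2 signal of coding genes was weighed against 4 technical explanations. The negative control spots had a difference of -0.015, and with slide as a term 0.15 (exact permutation test within slides, two-sided p = 0.312). The coding genes exceeded them by 0.52 with slide as a term (two-sided p = 0.0104 in the same exact test), so nonspecific background signal does not carry the difference as a whole. With slide as a term the difference was 0.67, so that the uneven slides do not account for it. Without the brightest decile of the genes 0.45 was left (exact permutation test, two-sided p = 0.01), which argues against a few bright genes as the whole cause, although the difference grew with the signal of the gene. In the group of genes with the lowest GC content of the probes it was still 0.41 (exact permutation test, two-sided p = 0.01) and in the group with the highest GC content 0.79, so that GC content alone does not explain it and an effect of GC on its size stays open. A change of the share of probed transcripts in the total RNA between light and dark, which the paper raises, may be a biological source and was not tested here.

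After normalization the negative control spots themselves oscillate. Of 120 spots, 0 had p_osc under 0.05 in unnormalized data, and 87.5% after quantile normalization, 97.5% after median polishing, 75.8% after LOS normalization and 87.5% after cLOESS, with mean phases between 91.8 and 116°. Their median amplitude was 3.49% of the mean intensity after LOS normalization and 8.84% after median polishing, against 7.70 and 6.36% for the coding genes. The spots follow 1 common pattern of the arrays and are not independent cases. This may come from the correction of each array, which is subtracted from spots that had no light minus dark difference before. If the calls of the coding genes came from the same source as a whole, their phases would lie near those of the control spots. After LOS normalization, 88.5% of the coding genes with p_osc under 0.05 had a phase more than 90° away, which argues against it as the whole cause there, and for the 11.5% with a phase nearer to that of the control spots it stays open. After quantile normalization, median polishing and cLOESS the shares were 43.3, 51.2 and 49.4%. They decide nothing, since these methods centre the arrays and so place many genes opposite the control spots whatever the source, and for all genes called there it stays open, as does the share of genes that pass in normalized but not in unnormalized data. A biological oscillation and one brought in by the correction were not separated for these genes.

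Chance was tested by shuffling the order of the arrays for all genes together, 100 orders with the real one. In unnormalized data 9 orders gave at least as many coding genes with p_osc under 0.05, so that chance cannot be excluded for the number of 830 genes by this test. Arrays with the same replicate number share a culture, and when they were shuffled within replicates 4 orders did so, a share under 0.05. With 100 orders, counts of 9 and 4 are too close to tell apart. Whether chance can be excluded is therefore not settled by either way of shuffling. The median of the other orders was 13 genes and the highest 2274. After quantile normalization, median polishing and cLOESS, only 1 order, the real one, gave as many, so that chance can be excluded there. The same count was found after LOS normalization. It decides nothing there, since the LOS features were themselves chosen by their p_osc in the real order. For the genes called by limma in unnormalized and in LOS-normalized data, 1 of 100 groupings of the arrays into 6 pairs, the real one, gave as many, and the highest other grouping gave 1638 and 1943 genes. With pairs of 1 array from each replicate, as in the real grouping, the highest other gave 1250 and 2011 genes.

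The LOS consists largely of dim features, as it would if a high p_osc were in part a lack of signal. Of its features 21.4% were well above background on all arrays, against 44.4% of the rest, and 26.1% on none, against 1.77%. The median LOS correction of the arrays rose with the mean log2 signal of the negative control spots over the 12 arrays (Pearson's r = 0.853, permutation p = 0.00107; Spearman's rho = 0.510, permutation p = 0.0945; both two-sided). Without the 2 arrays farthest from the median signal of the control spots, both on slide 1, r was 0.428. Within the slides of 4 arrays r was 0.996, 0.991 and 0.626, and pooled within slides it was 0.933 (exact permutation test within slides, two-sided p = 0.00268), or 0.820 without slide 1 (p = 0.0399 in the same exact test). The correction thus goes with the background signal within slides, which is consistent with nonspecific background as a part of what it removes, and a brightness shared by all spots of an array was not separated from background.

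The excess of CT 17.5 in the mean profile of weak oscillators was weighed against background. In the weak oscillators that lie above the median of the negative control spots on all arrays, it was 0.64 after that median was subtracted, against 0.31 before, so that background does not carry it there. A brighter array is the other explanation, and 0.07 ± 0.07 (SD, n = 2) was left after the excess of the control spots was taken off, 0.02 in replicate 1 and 0.12 in replicate 2. With 2 replicates that differ this much, a brighter array and a night signal cannot be told apart. A phase of 90 to 150°, around CT 17.5, was found in 4.12% of weak oscillators in unnormalized data and in 1.55% after the subtraction, which decides nothing, since an even spread would give 16.7%.

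The share of coding genes with p_osc under 0.05 rises without any normalization once background is taken off. It was 73.7% after the median of the negative control spots of each array was subtracted, about as high as after normalization, and 66.4% with Agilent's background-subtracted signal. The unnormalized share was 0.597% among the 838 dimmest coding genes and 61.7% among the 838 brightest. This is consistent with nonspecific background signal, which differs between arrays, hiding an oscillation in the unnormalized data. Among the genes well above background on all arrays the unnormalized share was no more than 31.6%, so that background as the whole cause stays open, and a pattern that the subtraction itself brings into all genes was not tested. The test was made on the data that raised the question.

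The authors' deposited log2 values were set beside each data set. They lay closest to the LOS-normalized values, with a root mean square difference of 0.0744 and a Pearson's r of 0.989 across genes and arrays, against 0.155 and 0.949 for median polished data, which is consistent with LOS normalization as described in the methods. The authors' deposited p-values correlated across spots with p_osc of the deposited normalized values with r = 0.718. Their median distance was 0.0978 to p_osc of the deposited normalized values and 0.0822 to p_osc of the unnormalized spot signals, which argues against the normalized values as their input. In the authors' deposited table, 29.7% of the 40886 spots have a p-value under 0.05, against 61.9% when the test is run on its normalized values.

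Among the other classes of features, the 5'UTR features had the highest share with p_osc under 0.05 in unnormalized data, 359 of 706 (50.9%), with a light minus dark difference of 0.93 on the log2 scale. In the array annotation, 7 features carry a kai name. The coding genes are listed by locus identifiers that could not be matched to kaiA, kaiB or kaiC, so that it is not known whether any of these features stands for the coding gene itself. After LOS normalization, the feature listed as kaiA had a p_osc of 0.00904 and a phase of 256°, with 7.49° between the replicates, and was well above background on 6 arrays. The feature listed as kaiC, not well above background on any array, had a p_osc of 0.404, and a second feature listed as KaiC had 0.694. An antisense feature of kaiA, kaiA-as2, had a p_osc of 0.00221 and a phase of 298°, with 0.63° between the replicates. The other antisense features had a p_osc of 0.562 (kaiA-as1), 0.0251 (KaiBC-as1) and 0.0160 (KaiBC-as2). These p_osc values are from the permutation test and are not independent of the pattern of the control spots described above.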
